# USP17L promotes the 2-cell-like program through deubiquitination of H2AK119ub1 and ZSCAN4

**DOI:** 10.1038/s41467-025-62303-x

**Published:** 2025-08-01

**Authors:** Panpan Shi, Xukun Lu, Kairang Jin, Linlin Liu, Guoxing Yin, Wenying Wang, Jiao Yang, Lijuan Wang, Lijun Dong, Wei Xie, Lin Liu

**Keywords:** Embryonic stem cells, Totipotent stem cells, Embryogenesis

## Abstract

In mouse, minor zygotic genome activation (ZGA) precedes and is essential for major ZGA in two-cell (2C) embryos. A subset of ZGA genes (known as “2C” genes) are also activated in a rare population of embryonic stem cells (ESCs) (2C-like cells). However, the functions of the 2C genes are not fully understood. Here, we find that one family of the 2C genes, *Usp17l*, plays critical roles in transcriptional and post-translational regulation of the 2C-like state in mESCs. Specifically, USP17LE, a member of the USP17L family, deubiquitinates H2AK119ub1 and promotes the expression of *Dux* and the downstream 2C genes and retrotransposons. Moreover, USP17LE deubiquitinates and stabilizes ZSCAN4. In mouse pre-implantation embryos, *Dux* is marked by strong H2AK119ub1 except for the 1-cell and early 2-cell stages. *Usp17le* overexpression reduces H2AK119ub1 and promotes *Dux* and 2C gene activation. Thus, our findings identify USP17L as a potential regulator of the 2C program.

## Abstract (web summary)

USP17L, encoded by a gene family expressed in mouse 2-cell embryos and 2-cell-like cells, is shown to promote the 2-cell program in mESCs at both transcriptional and post-translational levels, in part through deubiquitinating H2AK119ub1 and ZSCAN4.

## Introduction

Zygotic genome activation (ZGA) is essential for the maternal-to-zygotic transition and mammalian embryonic development. Prior to major ZGA, when thousands of genes are activated, there is a minor wave of transcription known as minor ZGA^1,2^. In mouse, minor ZGA occurs from the S phase of the zygote to the 2-cell embryo^3^, which has been shown to be essential for proper major ZGA occurring at the late 2-cell stage^3,4^. Dozens of genes are activated during minor ZGA, but their functions are not completely understood. Among them, ZSCAN4 has been shown to enhance the expression of *MERVL* and a subset of 2-cell specific genes in mouse embryonic stem cells (ESCs)^5^, and promote telomere elongation and genome stability^6–9^. DUX in mice and DUX4 in humans can activate a subset of minor ZGA genes in ESCs^10–12^, although loss of *Dux* alone is compatible with mouse ZGA and embryonic development^13–15^. Recently, OBOX family genes, which include both maternal factors and proteins expressed during minor ZGA, have been reported to be essential for both mouse major and minor ZGA as well as mouse development beyond the 2-cell stage^16^.

2C-like cells (2CLCs) represent a rare subpopulation (1%–5%) of ESCs that express 2C-specific markers, such as *Zscan4* and endogenous retrovirus (*MERVL*)^6,17,18^. 2CLCs and early 2-cell embryos share unique characteristics of transcriptomes, chromatin accessibility landscapes, increased global histone mobility, and regulatory networks^1,10,17,19–22^. In addition, 2CLCs also recapitulate 2-cell embryos in their capacity to contribute to extra-embryonic tissues^17^. Hence, 2CLCs represent an excellent model for understanding ZGA and totipotency^22,23^.

The DUB/USP17 family proteins were initially identified in mice as deubiquitination enzymes that are involved in cell growth and viability, DNA damage response, and embryogenesis^24–26^. *Usp17l*, which includes *Usp17la-e*, is a subfamily of *Dub/Usp17* residing in a tandemly repeated sequence on chromosome 7 in mice^24,27^. Notably, *Usp17l* is highly expressed in minor ZGA^28^ and in 2CLCs^29–32^. Its overexpression can improve the efficiency of SCNT^33^. However, the exact function of *Usp17l* and its working mechanisms remain unknown. In this study, we show that *Usp17l* plays critical roles in the 2-cell-like state through deubiquitination of H2AK119ub1 to facilitate the expression of *Dux*, and through deubiquitination and stabilization of ZSCAN4.

## Results

### USP17L promotes 2C-gene activation in ESCs

*Usp17l* gene family includes *Usp17la (Dub1)*, *Usp17lb (Dub1a)*, *Usp17lc (Dub2)*, *Usp17ld* (*Dub2a*), and *Usp17le (Dub3)* that share stretches of identical nucleotide sequences in the coding regions (Fig. 1A). As reported^28,33^, *Usp17l* genes were activated during minor ZGA (early 2-cell) and the transcripts peaked during major ZGA (late 2-cell) followed by a rapid decline afterward (Fig. 1B, left). Ribo-seq data^34^ showed they were also actively translated during this period (Fig. 1B, right). As *Usp17l* was also highly expressed in 2CLCs^29^, we utilized *Zscan4*-positive (^+^) ESCs as a model to study the potential function of *Usp17l*^21,23,35,36^. We first sorted *Zscan4*^+^ and *Zscan4*^−^ cells by flow cytometry of tdTomato-ZSCAN4 ESCs (Fig. 1C and Supplementary Fig. 1A). *Usp17l* was expressed at higher levels in *Zscan4*^+^ ESCs than that in *Zscan4*^−^ cells (Fig. 1D), as reported^29^. Elevated USP17L protein levels in *Zscan4*^+^ ESCs were also confirmed by western blot (Supplementary Fig. 1B) using an antibody that recognizes all family members (“Methods”).

**Fig. 1:**
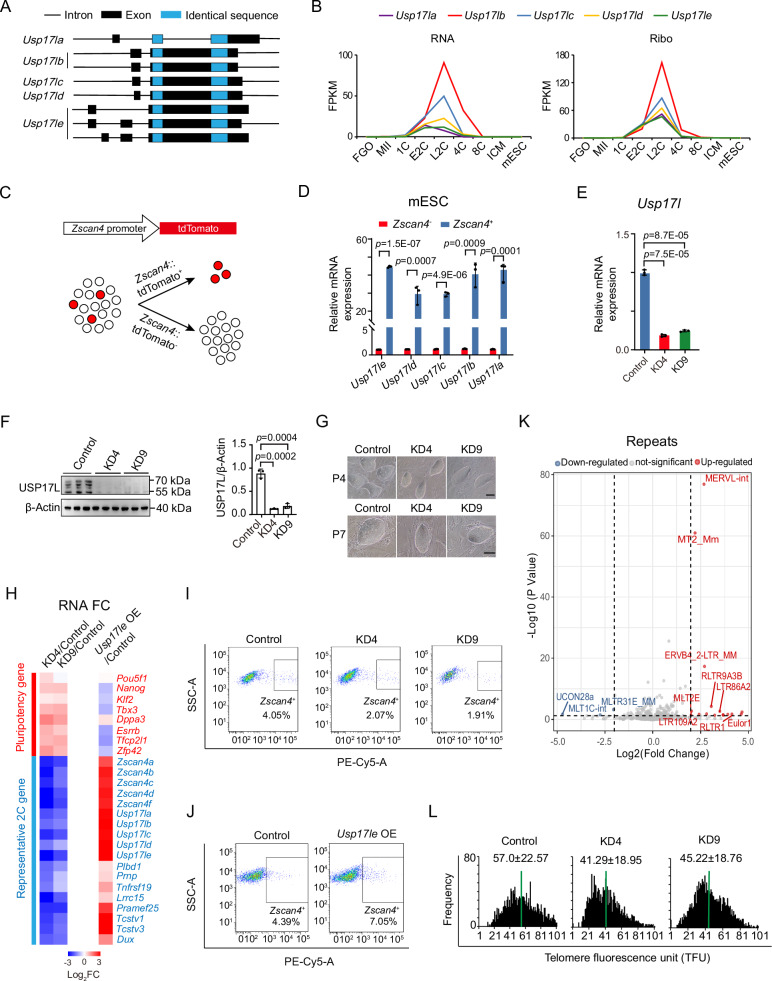
*Usp17l* regulates the 2C program in mouse ESCs. **A** Schematic depicting the *Usp17l* family genes based on the nucleotide sequences. Exons and introns are represented in boxes and lines, respectively. The identical sequences shared by all family members are highlighted in blue. There are two isoforms of *Usp17b* and three isoforms of *Usp17e*. The *Usp17le* and *Usp17lb* isoforms used in this paper are both isoform 1. **B** Line charts showing the expression of *Usp17l* family genes in early embryos. RNA-seq and Ribo-seq (indicating translation) data are from published data^34,62^. **C** Schematic showing the sorting of *Zscan4* positive (^+^) and negative (^−^) cells. **D** Bar chart showing the expression of *Usp17l* family genes in *Zscan4*^+^ and *Zscan4*^−^ ESCs measured by qPCR (3 biological replicates). The levels in *Zscan4*^−^ ESCs serve as controls in each group. Data are shown as means ± SD (two-tailed Student’s *t*-test). **E** Bar chart showing the expression of *Usp17l* in control and knockdown ESCs measured by RT-qPCR using a pair of primer that target all *Usp17l* genes. KD4 and KD9 represent two cell lines with effective knockdown efficiency (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **F** Western blot showing USP17L protein levels in control and *Usp17l* knockdown cell lines detected using an antibody that target all family members. The relative levels of USP17L determined by densitometry of the protein bands are shown on the right (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **G** The morphology of *Usp17l* knockdown ESCs on passage 4 and passage 7. Scale bar, 100 μm. **H** Heatmaps showing the changes of pluripotency genes (red) and representative 2 C genes (blue) in *Usp17l* knockdown (left) and *Usp17le* overexpression (right) ESCs. **I** Flow cytometry sorting of *Zscan4*^+^ cell populations in control and *Usp17l* knockdown ESCs. **J** Flow cytometry sorting of *Zscan4*^+^ cell populations in control and *Usp17le* overexpression ESCs. **K** Scatter plot showing the expression changes of retrotransposons following transient overexpression of *Usp17le* (2 biological replicates). **L** Histogram showing the distribution of relative telomere length shown as telomere fluorescence intensity unit (TFU) in control and *Usp17l* knockdown ESCs analyzed by TFL-TELO software. Green lines indicate median telomere length. The average length ± SD is shown on the top.

To explore the potential functions of *Usp17l*, we first attempted to knock them down in ESCs. Based on the common region of the five *Usp17l* subfamily members (Fig. 1A), two shRNAs were designed and transfected into ESCs, from which two stable knockdown cell lines (KD4, KD9) (Fig. 1E, F) were selected for subsequent experiments. We confirmed the substantial downregulation of *Usp17l* at both the RNA and protein levels (Fig. 1E, F). The *Usp17l* knockdown ESCs displayed typical ESC morphology (Fig. 1G). Interestingly, RNA-seq analysis revealed that pluripotency genes such as *Nanog*, *Klf2*, *Tbx3*, *Dppa3*, and *Esrrb* were upregulated following *Usp17l* knockdown (Fig. 1H, left). 

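The target genes were low in both knockdown lines. Usp17le, a member of the deubiquitinase family that the shRNAs target, was at a TPM of 1.82 in the control, 0.108 in KD4 and 0.353 in KD9. Usp17lb was at 1.12, 0.226 and 0.330 in the same order. Usp17la, Usp17lc and Usp17ld, whose mean TPM was under 0.5, were also lower in both lines than in the control. The median log2 fold change of the 2 members above that filter was -2.56 in KD4 and -1.80 in KD9 (-1.07 and -0.87 with a pseudocount of 1), at the percentiles 6.43 and 10.9 of 10000 random lists matched on mean expression. The RNA-seq data analysed here come from E3 mouse ESCs at passage 7, with 1 control sample (cells with the empty vector) and the knockdown lines KD4 and KD9, each with 1 labelled sample. The deposited table gives 2 columns for each knockdown line, which the figure legends of the paper treat as biological replicates. Because the labels name a single sample per line, the 2 columns were averaged and each line was counted as 1 replicate. The table also holds a second control column, which matches no labelled sample and was not used, so every fold change rests on 1 control column. The authors trimmed the reads, aligned them to mm10 with HISAT2, counted uniquely mapped reads with featureCounts and turned the counts into TPM. TPM values keep no depth, so the depth per sample is unknown, and the Usp17l and Zscan4 families are sets of similar genes for which uniquely mapped reads can miss expression. Fold changes here are on the scale log2(TPM + 0.1), which understates the change of low genes, over the 19950 genes with a mean TPM of at least 0.5. With 1 control, the fold changes of single lines have no replicate check. In KD4, 1034 genes were more than 2-fold higher and 1896 more than 2-fold lower than in the control, and in KD9 the numbers were 839 and 1087. Both lines shared 493 of the higher and 638 of the lower genes. With a pseudocount of 1 they shared 182 and 321, and at a mean TPM of at least 5 they shared 95 and 138. Unchanged libraries that share 1 control gave, on average over 1000 simulations, 379 and 380 such genes, and independent lists of these sizes would share 43.5 and 103, so part of the excess may come from the shared control. These simulations took the spread of each gene from its own difference between the lines. Their highest counts were 436 and 439, below the observed 493 and 638. With 1 spread for all genes, 1232 of 19750 simulated unchanged genes passed the rule in either direction, more than the observed genes of both directions together. That spread pools low and high genes, so it can be too wide for steady genes. The simulations disagree and do not settle how much of the overlap comes from the shared control. The fold changes of the lines had a Pearson r of 0.61, against a mean of 0.499 and a highest value of 0.562 in the gene-wise simulations. Spearman rho was 0.51 across genes, which are not independent replicates. Their covariance was 0.437, against a mean of 0.295 in the simulations. In limma, with the lines as 2 replicates against the lone control, which is assumed to vary like them, no gene passed an adjusted p of 0.05 in either direction. At an unadjusted p under 0.05, 506 genes were higher and 535 lower. With each mapped column as its own library, a fit chosen after seeing the data, limma called 781 genes higher and 1384 lower. If the columns of a line come from separate cultures, which the labels do not show, that fit compares these lines with this control. Its error term comes from the columns within a line, so variation between knockdown lines and between control cultures does not enter.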

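Pluripotency genes had higher values in the knockdown lines. Dppa3, a maternal factor also expressed in naive ESCs, had log2 fold changes of 1.41 in KD4 and 0.99 in KD9, from a TPM of 17.2 in the control. The naive-state transcription factors Tbx3 (0.85 and 0.86), Tfcp2l1 (0.84 and 0.89), Nanog (0.65 and 0.60) and Esrrb (0.92 and 0.55) were higher in both lines, and Klf2 had 0.19 and 0.19. Over the 8 pluripotency genes of Fig. 1H, 7 were higher in both lines, with a median of 0.85 in KD4 and 0.70 in KD9. The list comes from a figure that shows these samples, so it is not independent evidence of direction. Of 18 other genes of the naive state, listed before the data were examined, 14 were higher in both lines and 4 were more than 2-fold higher in both. Among them, Prdm14, a regulator of the naive state, had log2 fold changes of 1.35 and 1.35, Tdh, the threonine dehydrogenase of ESCs, 1.16 and 1.34, and Nr0b1 1.87 and 0.94. The median of this list was 0.73 in KD4 and 0.12 in KD9, at the percentiles 100 and 99.6 of such random lists. For 14 core pluripotency genes the median was 0.64 in KD4 and -0.08 in KD9. Fibroblast genes had lower values in KD4, where the median of 29 such genes was -1.85, against -0.19 in KD9. TPM is relative to the whole library, and whether fewer fibroblasts in KD4 raised the pluripotency values there was not tested. No gene of these lists passed limma, either over all genes or when adjusted over the list alone, where the lowest adjusted p of the Fig. 1H list was 0.055.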

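Pou5f1, a core pluripotency factor that lies on chromosome 17 of mm10 from 35506018 to 35510772, was at a TPM of 698 in the control, 1042 in KD4 and 689 in KD9. This is a log2 fold change of 0.58 in KD4 and -0.02 in KD9, where it was 0.04 after rescaling by median ratios. Sox2, its partner in the core network, had log2 fold changes of 0.71 and 0.17 in the same order. Over both lines, the log2 fold change of Pou5f1 in limma was 0.28 (standard error 0.37, adjusted p = 0.9996). The difference between the lines was not tested, since each is 1 sample. A possible difference in the share of feeder fibroblasts in KD4 was not taken into account.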

*Pou5f1* (also known as *Oct4*) expression was substantially upregulated in one of the clones (KD4, Fig. 1H, left). Western blot showed the upregulation of both OCT4 and NANOG in both cell lines (Supplementary Fig. 2A). By contrast, *Usp17l* knockdown substantially reduced the expression of *Dux*, *Zscan4*, and other 2C genes (Fig. 1H, left, and Supplementary Fig. 2B), and the proportion of *Zscan4*^+^ cells (Fig. 1I). 

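The Zscan4 family, a group of 2C genes on chromosome 7, was lower in both lines. Zscan4d was at a TPM of 3.39 in the control, 0.272 in KD4 and 0.803 in KD9, and Zscan4f at 2.14, 0.385 and 0.340. All 6 measured members, Zscan4a to Zscan4f, were more than 2-fold lower in both lines, with a median log2 fold change of -3.03 in KD4 and -2.14 in KD9, which lie at the percentiles 0.01 and 0.03 of random lists matched on mean expression. The 6 are similar genes set against the same control column, so they do not count as 6 separate observations. The random lists draw genes singly, so the percentiles can overstate the evidence. None of the 6 passed limma over all genes, and 6 were lower when adjusted over the list alone (lowest adjusted p = 0.034 from limma). Zscan4a to Zscan4d and Zscan4f are also in Fig. 1H, which shows these samples, so these calls are not independent evidence of direction. The table names no row Dux. Duxf3, which lies on chromosome 10 of mm10 from 58229979 to 58232675, inside the interval that Fig. 2E labels Dux, had log2 fold changes of -2.04 and -2.00 at a mean TPM under the filter. Tcstv3, another 2C gene, had log2 fold changes of -2.48 and -1.82, and Pramef25 of -2.61 and -2.65. Of the 13 genes of the Fig. 1H list above the expression filter, among them the shRNA targets Usp17lb and Usp17le, 11 were more than 2-fold lower in both lines, with medians of -2.48 and -1.95. Of these 13, 9 were lower in limma when adjusted over the list alone and none over all genes. This list too comes from a figure that shows these samples and is not independent evidence of direction. Lrrc15, Prnp, Tnfrsf19 and Plbd1 of this list are also expressed in fibroblasts. Lrrc15 had log2 fold changes of -4.08 and -2.02 and Prnp of -1.61 and -0.72, beside medians of -1.85 and -0.19 for the fibroblast genes. With a pseudocount of 1 the median of the Zscan4 family was -1.41 in KD4 and -1.19 in KD9, and that of the Fig. 1H list -1.31 and -1.05.

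**Figure D1:**
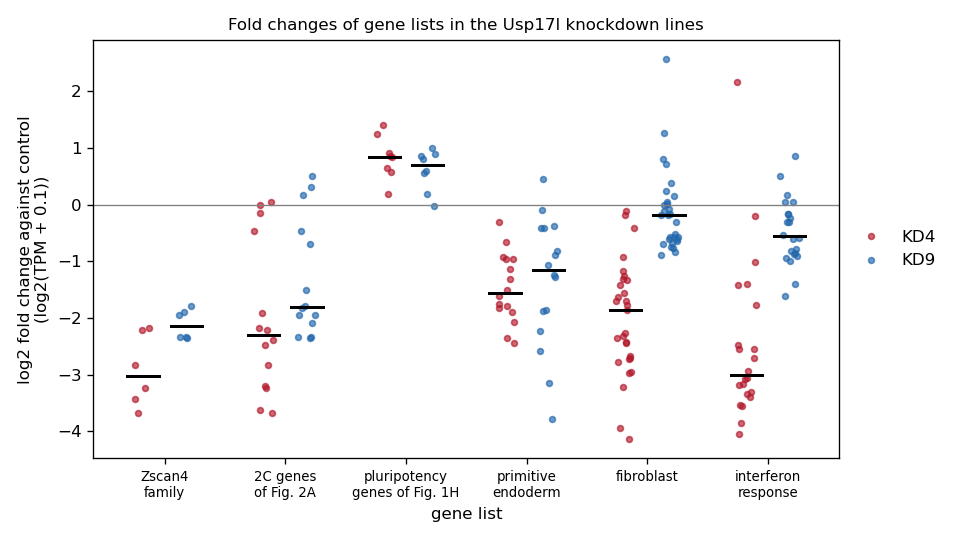
Log2 fold change against the control, on the log2(TPM + 0.1) scale, of the genes of 6 lists in KD4 and KD9. Each point is a gene, and black lines mark medians. The Zscan4 medians lie at -3.03 and -2.14, and the fibroblast medians at -1.85 in KD4 and -0.19 in KD9.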

Transcription of *MERVLs* and other retrotransposons was also decreased (Supplementary Fig. 2C). Hence, USP17L promotes the activation of 2C genes in ESCs. 

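Further 2C genes were lower in the knockdown lines. Gm8994 had log2 fold changes of -3.63 in KD4 and -1.94 in KD9. Gm5662 had -2.46 and -2.25, and Gm2022 -4.01 and -2.09. Of 14 measured genes of the list in Fig. 2A, a figure of other samples that shares genes with Fig. 1H, 9 were more than 2-fold lower in both lines, with medians of -2.29 and -1.80 (-1.15 and -0.94 with a pseudocount of 1). This list also holds the shRNA targets Usp17lb and Usp17le. Of 14 other 2C genes, 7 were more than 2-fold lower and 1, Pramef12, more than 2-fold higher in both lines, with medians of -1.95 and -1.04. Neither list had a gene that passed limma, over all genes or adjusted over the list alone (lowest adjusted p 0.062 and 0.064). Without genes of Riken, Gm-number or pseudogene-like symbols, the medians of the other 2C genes were 0.09 and 0.03. At a mean TPM of at least 5, the medians were -0.0086 and 0.16 for Fig. 2A and 0.89 and 0.27 for the other 2C genes. That filter removes the Zscan4 genes, Usp17lb, Usp17le, Tcstv3 and Gm8994 from the Fig. 2A list. It removes Gm2022, Gm5662, Gm5039 and Gm4340 from the other 2C genes. The medians at that filter therefore describe only the genes that remain and say nothing about the removed ones. From the reduced 2C genes, retrotransposons and Zscan4-positive cells, the paper concludes that USP17L promotes the activation of 2C genes.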

The upregulation of pluripotency genes upon *Usp17l* KD was similar to that in *Dux* KO^37^ or *Zscan4* KD mESCs^5^. Acquisition of totipotency or expanded developmental potential is often accompanied by downregulation of pluripotency genes for reasons that are not very clear^38,39^. How USP17L suppresses pluripotency genes in mESCs warrants further investigation.

We then examined whether overexpression of *Usp17l* can promote the transcription of 2C genes. Intriguingly, overexpression of *Usp17le* substantially increased the expression of *Zscan4* and the proportion of *Zscan4*^+^ cells revealed by flow cytometry and immunofluorescence microscopy (Fig. 1J and Supplementary Fig. 2D, E). *Zscan4* was only slightly upregulated when other *Usp17l* members were overexpressed (Supplementary Fig. 2D). The differential activation capacity appeared to correlate with their cellular localization, as immunofluorescent showed that USP17LE was clearly localized in the nucleus, unlike other USP17L members which were present mainly in the cytoplasm and peri-nucleus regions (Supplementary Fig. 2F). Due to the lack of antibodies that can distinguish each family member, we used an anti-Flag antibody to probe Flag-tagged USP17L proteins in ESCs. Although we could not exclude the possibility that this difference may arise from overexpression and may not reflect the properties of endogenous USP17L, we chose to use USP17LE for the majority of overexpression experiments. While pluripotency genes were downregulated, expression of *Dux*, *Zscan4* family, *Tcstv1*/*Tcstv3*, and other 2C-genes, as well as the *Usp17l* family itself, were notably elevated in *Usp17le* overexpressed ESCs (Fig. 1H, right). Furthermore, *MERVL* and *MT2* were also upregulated by *Usp17le* overexpression (Fig. 1K), suggesting that USP17L is sufficient to activate the 2C program. Of note, our data show that *Esrrb* was upregulated upon *Usp17l* depletion and downregulated upon *Usp17le* overexpression in mESCs (Fig. 1H). As ESRRB can upregulate *Usp17le* in coordination with the coactivator NcoA1 in mESCs^40,41^, these data suggest possible negative regulatory feedback between *Esrrb* and *Usp17le* in mESCs.

Consistent with the notion that ZSCAN4 is involved in telomere lengthening^6^, the relative telomere length estimated by qPCR^42^ was decreased upon *Usp17l* knockdown (Supplementary Fig. 2G), as confirmed by telomere quantitative fluorescence in situ hybridization (Q-FISH) (Fig. 1L and Supplementary Fig. 2H)^43^ and Southern blot (Supplementary Fig. 2I). Such shortening of telomere length is not due to perturbation of the expression of telomere genes, such as *Terc* and *Tert*, which were unaffected after *Usp17l* knockdown (Supplementary Fig. 2J). 

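Tert, the catalytic subunit of telomerase, on chromosome 13 of mm10 from 73626911 to 73649843, was at a TPM of 5.34 in the control, 6.17 in KD4 and 6.06 in KD9. Its log2 fold change in limma was 0.19 (standard error 0.30, adjusted p = 0.9996). Terc, the RNA component of telomerase, on chromosome 3 from 96414437 to 96414859, was at 0.922 in the control, 2.57 in KD4 and 0.816 in KD9. The KD4 value is the mean of 0.948 and 4.19 in its 2 columns, so the log2 fold change of 1.39 in KD4 rests on 1 column, while that in KD9 was -0.16. The authors purified mRNA with poly-T beads, so how well this non-coding RNA was measured is unknown. In limma the log2 fold change of Terc was 0.61 (standard error 0.81, adjusted p = 0.9996). Of 20 telomere genes, listed before the data were examined, none was more than 2-fold higher or lower in both lines, and their median log2 fold change was 0.34 in KD4 and -0.03 in KD9, where it was 0.03 after rescaling by median ratios. These medians lie at the percentiles 99.97 and 68.7 of random lists matched on mean expression, and 16 of the 20 genes were above 0 in KD4. The high percentile in KD4 is not particular to telomere genes. Core pluripotency genes, regulators of 2C genes and Polycomb genes lay at 100, 99.4 and 98.7 there, while housekeeping genes lay at 7.64. A possible difference in the share of feeder fibroblasts in KD4 was not taken into account for telomere genes. The shelterin gene Terf2ip had log2 fold changes of -0.10 and -0.19, and Rtel1, a helicase that acts at telomeres, of 0.63 and 0.19. No gene of the list passed limma, over all genes or adjusted over the list alone. A p that misses the threshold does not show that values did not differ.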

Along with the shortened telomeres, chromosome breakage was also detected in *Usp17l* knockdown cell lines (Supplementary Fig. 2H, arrows), suggesting increased genome instability. As immunofluorescence showed no localization of USP17L at telomeres marked by TRF1 (Supplementary Fig. 2K), these data raise a possibility that USP17L may affect telomeres through ZSCAN4. In summary, USP17LE promotes the transcription of 2C genes in ESCs.

### USP17LE activates 2C gene expression through *Dux* by deubiquitinating H2AK119ub1 at its locus

We then explored how USP17L regulates 2C genes. As *Dux* is a major inducer of the 2C state^6,17,44–47^, we tested whether *Dux* is involved in the elevated transcription of 2C genes following *Usp17le* overexpression. Indeed, in *Usp17le* overexpressed ESCs, *Dux* knockdown partially reduced the transcription of 2C genes, including *Usp17l*, *Zscan4*, *Tcstv1, and MERVL* (Fig. 2A, B), raising a possibility that *Usp17le* may promote the transcription of the 2C genes through both DUX dependent and independent pathways. We then asked if the expression of *Dux* may be regulated by USP17L. 

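Duxf3, a gene inside the interval that Fig. 2E labels Dux, was at a TPM of 0.506 in the control, 0.0470 in KD4 and 0.0517 in KD9. Its mean TPM lay under the filter of 0.5, so it was not tested, and its values have no replicate check. Dux lies in a repeated array, and uniquely mapped reads leave its copies uncertain. With a pseudocount of 1 the log2 fold changes were -0.52 in KD4 and -0.52 in KD9.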

*Dux* was downregulated upon *Usp17l* knockdown (Fig. 2C) and was upregulated in *Usp17le* overexpressed cells (Fig. 2D), indicating that *Dux* is regulated by USP17L at the transcriptional level. Given *Usp17l* is known to be a target of DUX^10^. The reciprocal regulation between DUX and USP17L may represent a positive feedback loop that facilitates the rapid induction of 2C genes.

**Fig. 2:**
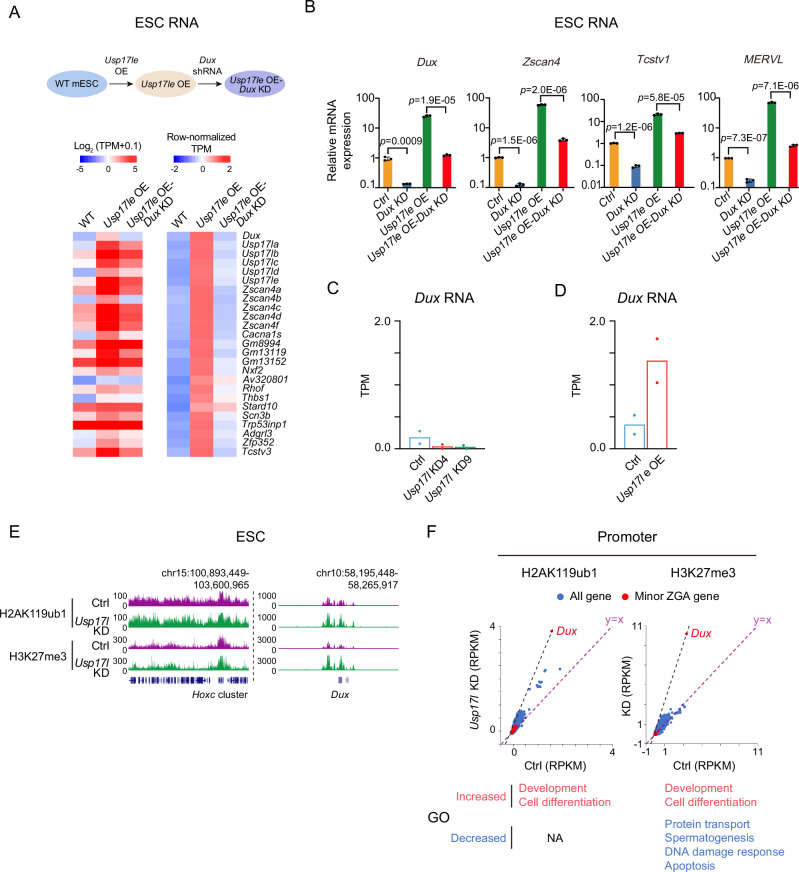
USP17LE decreases H2AK119ub1 to derepress *Dux.* **A** Top, schematic showing the establishment of *Usp17le* OE and *Usp17le* OE-*Dux* KD mESCs. *Usp17le* OE-*Dux* KD mESCs are established by knocking down *Dux* in *Usp17le* OE mESCs. Bottom, heatmap showing the changes of 2C genes in WT, *Usp17le* OE, and *Usp17le* OE-*Dux* KD mESCs. Both the raw (left) and row-normalized TPM (right) are shown. **B** RT-qPCR result showing the expression of representative 2C-genes (*Dux*, *Zscan4*, *Tcstv1*, and *MERVL*) in control, *Dux* knockdown, *Usp17le* OE, and *Usp17le* OE-*Dux* knockdown ESCs (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **C** Bar chart showing the transcription level (TPM) of *Dux* after *Usp17l* knockdown in ESCs. Individual values are shown for each replicate (2 biological replicates). **D** Bar chart showing the transcription level (TPM) of *Dux* after *Usp17le* overexpression in ESCs. Individual values are shown for each replicate (2 biological replicates). **E** The UCSC genome browser view showing the global H2AK119ub1 and H3K27me3, and that at the *Dux* locus (multi-mapping allowed) in WT and *Usp17l* KD mESCs. **F** Scatter plots showing H2AK119ub1 (left) and H3K27me3 (right) at gene promoters in WT and USP17L KD mESCs. The *Dux* locus is shown. Note its value is high as *Dux* is a muti-copy gene, and muti-mapping reads were used. The purple dashed line indicates the RPKM values when they show equal values between control and *Usp17l* KD mESCs. The black dashed line indicates H2AK119ub1/H3K27me3 changes at gene promoters when they are equal to that at the *Dux* locus upon USP17L KD. The Gene Ontology terms of genes exhibiting increased/decreased H2AK119ub1 and H3K27me3 are shown at the bottom.

We then asked how USP17L regulates *Dux*. It has been reported that USP17 family members act as deubiquitinating enzymes, and USP17LE has the core structural site of the deubiquitination enzymes^27^ (Supplementary Fig. 3A, red). In particular, USP proteins (e.g., USP16 and USP21) have been shown to be involved in the regulation of H2AK119ub1^48,49^, a repressive mark deposited by PRC1^50^. Interestingly, H2AK119ub1, as well as the closely related repressive mark H3K27me3^51^, was highly enriched at the *Dux* locus in ESCs (Fig. 2E), which further increased in *Usp17l* KD cells (Fig. 2E, right). It is worth noting that as the *Dux* locus exists as tandem repeats^52^, multi-mapping reads were included when studying chromatin marks in this region. In *Usp17l* KD ESCs, H2AK119ub1 and H3K27me3 were globally increased (Fig. 2E and Supplementary Fig. 3B). H2AK119ub1 increased at a large number of gene promoters (*n* = 3149) (fold change of RPKM ≥ 1.5) in *Usp17l* KD ESCs, but only decreased at a limited number of genes (*n* = 30) (Fig. 2F, left). A similar trend, but to a lesser extent, was observed for H3K27me3 (increased, *n* = 1930; decreased, *n* = 1366) (Fig. 2F, right). Notably, the increase of H2AK119ub1 (Fig. 2F, left) and H3K27me3 (Fig. 2F, right) at *Dux* ranked number 7 and number 1, respectively, among all genes. Given *Dux* activates *Usp17l*^10,12^, the possible positive feedback may also enhance the changes of H2AK119ub1 and H3K27me3 at the *Dux* locus. Among 2C genes, only *Dux* was strongly enriched for H2AK119ub1 and H3K27me3 (Fig. 2F, red). These data indicate that USP17L may regulate *Dux* through regulating H2AK119ub1 near its locus, and the downregulation of other 2C genes may be achieved indirectly (e.g., in part through *Dux* and other factors).

Apart from *Dux*, genes exhibiting increased promoter H2AK119ub1 and H3K27me3 were mainly involved in development and cell differentiation (Fig. 2F, bottom), consistent with their functions in regulating developmental genes^51^. Genes with decreased H2AK119ub1 were not enriched for any GO terms, likely due to the small number (*n* = 30). Genes with decreased H3K27me3 upon *Usp17l* KD were involved in protein transport, spermatogenesis, DNA damage response, and apoptosis (Fig. 2F, bottom right). The increase of H2AK119ub1 and H3K27me3 was not associated with gene expression changes globally (Supplementary Fig. 3C, grey, *R* = −0.06 to −0.02), including those at developmental genes (Supplementary Fig. 3C, black), consistent with the fact that these genes are already repressed in WT ESCs. These data suggest that while H2AK119ub1 and H3K27me3 were globally altered in *Usp17l* KD ESCs, the changes at the *Dux* locus are among the most pronounced ones. Altogether, these data suggest that USP17L deubiquitinates H2AK119ub1 and promotes the expression of *Dux* and other 2C genes.

### USP17LE deubiquitinates H2AK119ub1 to regulate 2C genes

We then asked if USP17L can indeed deubiquitinate H2AK119ub1. We first confirmed that USP17L KD caused an increase of H2AK119ub1 and H3K27me3 in Western blot in ESCs (Fig. 3A), consistent with the ChIP-seq result (Fig. 2F and Supplementary Fig. 3B). Conversely, overexpression of USP17LE, but not a catalytic mutant with a mutation in a conserved site (C60A, denoted USP17LE^C60A^)^27^, could deubiquitinate H2AK119ub1 in mESCs, as shown by Western blot (Fig. 3B, red arrow, and Supplementary Fig. 4A). Supporting such deubiquitination activity, H2AK119ub1 levels decreased in *Usp17l*-overexpressing ESCs in immunofluorescence (Fig. 3C, D). H3K27me3 also tended to decrease in *Usp17l* overexpressed ESCs (Fig. 3D), agreeing with the notion that H2AK119ub1 can recruit PRC2^53^. Consistently, *Zscan4*^+^ cells exhibited lower levels of H2AK119ub1 compared with those of *Zscan4*^−^ ESCs (Fig. 3E, F), as shown previously^21^. Interestingly, H3K9me2/3 levels were decreased upon USP17L KD in ESCs (Fig. 3A), suggesting that USP17L may directly or indirectly regulate H3K9me2/3. Taken together, these data indicate that USP17L can deubiquitinate H2AK119ub1.

**Fig. 3:**
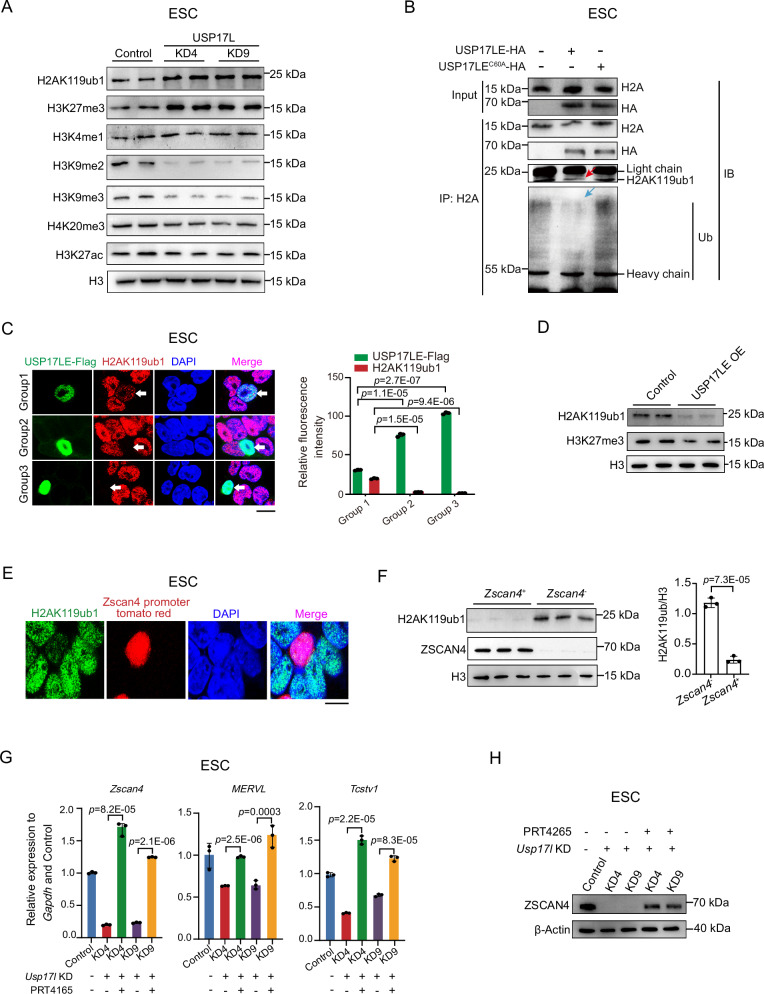
USP17LE promotes 2C gene transcription by deubiquitinating H2AK119ub1. **A** Western blot showing the levels of various modified histones in control and *Usp17l* knockdown ESCs (3 biological replicates). **B** Western blot showing the levels of ubiquitin and H2AK119ub1 in the immunoprecipitates pulled down by anti-H2A antibody in control, USP17LE- and USP17LE^C60A^- overexpressing ESCs. The heavy chain and light chain of IgG are indicated. Note the decrease of ubiquitin (blue arrow) and H2AK119ub1 (red arrow) when USP17LE is overexpressed (2 biological replicates). **C** Immunofluorescence staining of H2AK119ub1 (red, stained with anti-H2AK119ub1 antibody) and USP17LE (green, stained with anti-Flag antibody) in three groups of ESCs. Scale bar, 10 μm. The three groups refer to USP17LE with different overexpression levels (green). The relative fluorescence intensity of H2AK119ub1 and USP17LE in the same cell in each group is shown on the right (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **D** Western blot showing the levels of H2AK119ub1 and H3K27me3 after USP17LE overexpression (3 biological replicates). **E** Immunofluorescence of H2AK119ub1 (green, stained with anti-H2AK119ub1 antibody) and ZSCAN4 (red, tdTomato). Scale bar, 10 μm. **F** Western blot showing the protein levels of H2AK119ub1 in *Zscan4*^+^ and *Zscan4*^−^ ESCs. The relative levels of H2AK119ub1 determined by densitometry of the protein bands were shown on the right (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **G** RT-qPCR result of the relative expression of *Zscan4*, *MERVL*, and *Tcstv1* in control, *Usp17le* knockdown ESCs with or without H2AK119ub1 inhibitor PRT4165. PRT4165 was added at 50 μM and treated for 3 h (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **H** Western blot showing the expression of ZSCAN4 in control, *Usp17le* knockdown ESCs with or without H2AK119ub1 inhibitor PRT4165. PRT4165 was added at 50 μM and treated for 3 h (3 biological replicates).

We further tested whether USP17L regulates 2C gene expression through H2AK119ub1. We first treated ESCs with a specific inhibitor (PRT4165) of H2AK119ub1^54^, and then analyzed the transcription levels of the 2C genes. H2AK119ub1 gradually decreased with increasing treatment time of PRT4165 (Supplementary Fig. 4B, C). Consistent with our hypothesis, transcription of 2C genes such as *Zscan4* and *Tcstv1* was increased shortly (1 h) following the inhibition of H2AK119ub1 (Supplementary Fig. 4D). ZSCAN4 protein levels also increased at a later time point (3 h) (Supplementary Fig. 4E). By contrast, OCT4 also decreased although to a lesser extent (Supplementary Fig. 4B, C). These data imply that H2AK119ub1 may repress the 2C genes, presumably through *Dux* inhibition. Importantly, inhibition of H2AK119ub1 by PRT4165 in *Usp17l* knockdown cell lines rescued the expression of 2C genes, such as *Tcstv1*, *Zscan4*, and *MERVL* (Fig. 3G, H). Taken together, these data suggest that USP17L can deubiquitinate H2AK119ub1 and further activate 2C genes including *Dux*.

### USP17L promotes the deubiquitination and stabilization of ZSCAN4

Besides H2AK119ub1, we asked if USP17L may also have non-histone substrates. Interestingly, it was reported that ZSCAN4 was subjected to ubiquitination-dependent degradation in a human cancer cell line Tu167 by an E3 ubiquitin ligase RNF20^55^. Therefore, we sought to examine if USP17L regulates ZSCAN4 protein. Treatment of ESCs with MG132, a proteasome inhibitor, led to rapid accumulation of ZSCAN4 protein (Fig. 4A), suggesting that ZSCAN4 is under active degradation in ESCs. Encouragingly, overexpression of USP17LE increased ZSCAN4 protein levels and the ratio of *Zscan4*^+^ cell population in ESCs (Fig. 4B, C). Treatment with the protein synthesis inhibitor cycloheximide (CHX) reduced ZSCAN4 protein levels in ESCs, which can be mitigated by USP17LE overexpression (Fig. 4D). To ask if USP17L directly deubiquitinates ZSCAN4, we overexpressed these two proteins in ESCs and found that USP17LE interacted with ZSCAN4 and reduced ubiquitination of ZSCAN4 (Fig. 4E). The global ubiquitination level appeared to decrease upon USP17LE overexpression (Fig. 4E, the 2nd lane). We cannot rule out the possibility that USP17LE also regulates other histone or non-histone targets. Importantly, overexpression of USP17LE, but not the catalytic mutant USP17LE^C60A^, increased ZSCAN4 protein levels (Fig. 4F), suggesting that USP17LE stabilizes ZSCAN4 in part through deubiquitinating ZSCAN4.

**Fig. 4:**
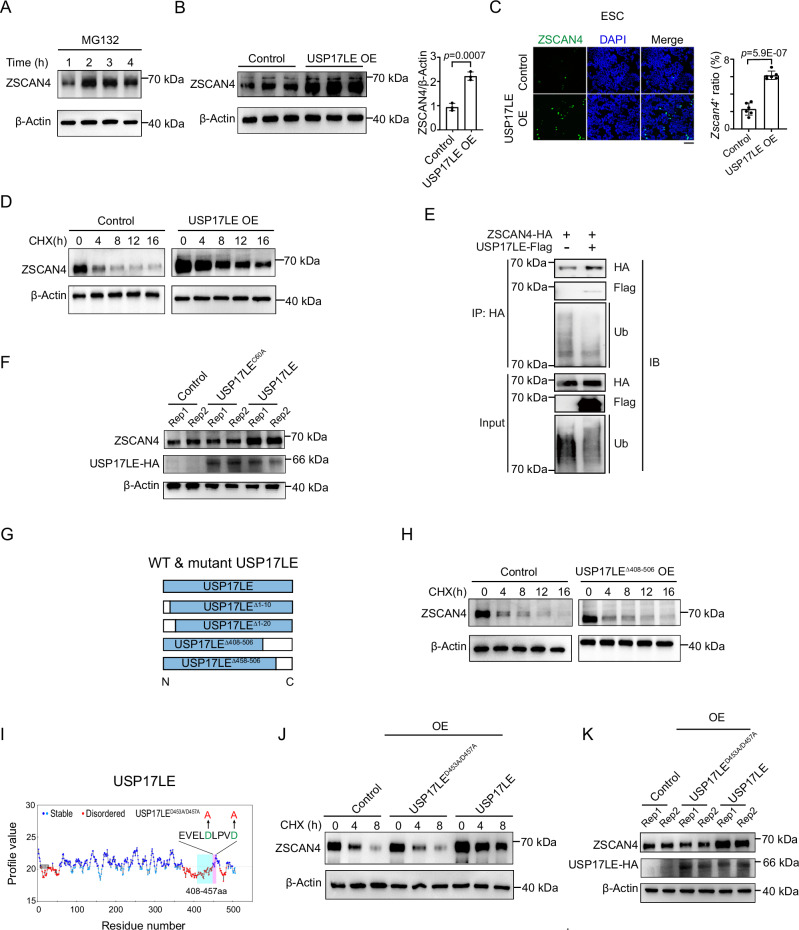
USP17LE stabilizes ZSCAN4 via deubiquitination. **A** Western blot showing the accumulation of ZSCAN4 after treatment with MG132 (10 μM) in ESCs. Samples were collected every 1 h (3 biological replicates). **B** Left, western blot showing the levels of ZSCAN4 protein after *Usp17le* overexpression for 48 h. Right, the relative level of ZSCAN4 determined by densitometry of the protein bands (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **C** Left, immunofluorescence staining for ZSCAN4 in control and USP17LE overexpressing ESCs. DNA is stained with DAPI. Right, statistics for the ratio of *Zscan4*^+^ cells in control and USP17LE overexpressing ESCs. Scale bar, 100 μm (3 biological replicates). Data are shown as means ± SD (two-tailed Student’s *t*-test). **D** Western blot showing ZSCAN4 protein levels in USP17LE overexpressing ESCs compared with control after treatment with cycloheximide (CHX, 50 μM) for indicated time (3 biological replicates). **E** Western blot showing the ubiquitination level of ZSCAN4 following USP17LE overexpression in ESCs. IP was performed using anti-HA antibody. Immunoblot was performed using anti-HA, anti-Flag, and anti-ubiquitin (Ub) antibodies (2 biological replicates). **F** Western blot showing the levels of ZSCAN4 protein in control, USP17LE^C60A^ or USP17LE overexpressing ESCs. β-Actin is used as loading control. **G** Schematic showing various truncated mutants of USP17LE. The blank boxes denote the truncated regions (3 biological replicates). **H** Western blot showing ZSCAN4 protein levels in control and USP17LE^∆408–506^ overexpressing ESCs after treatment with cycloheximide (CHX, 50 μM) for indicated time (3 biological replicates). **I** The stable and disordered region of USP17LE analyzed by FoldUnfold software. The disordered region (408–448 aa) in amino acids 408–457 is shaded in cyan, and the stable region (449–457 aa, EVELDLPVD) is shaded in pink. The stable region contains two aspartate (**D**) residues that potentially account for substrate recognition were mutated to alanine (**A**). **J** Western blot showing the levels of ZSCAN4 protein in control, USP17LE^D453/457^ and USP17LE overexpressing ESCs after treatment with cycloheximide (CHX, 50 μM) for indicated time. β-Actin is used as loading control (3 biological replicates). **K** Western blot showing the levels of ZSCAN4 protein in control, USP17LE^D453/457^ and USP17LE overexpressing ESCs. β-Actin is used as loading control (3 biological replicates).

To further define the key regions of USP17LE in the recognition of ZSCAN4, various truncated USP17LE mutants were overexpressed in ESCs (Fig. 4G and Supplementary Fig. 5A). Specifically, USP17LE^∆408–506^, but not others, including USP17LE^∆458–506^, abrogated the protective effect of USP17LE on ZSCAN4 (Compare Fig. 4H, D and Supplementary Fig. 5A), suggesting an essential protection function of amino acids 408–457, which was embedded in a hypervariable (HV) domain (365–461aa) that may confer substrate specificity^56^. Analysis using FoldUnfold^57^ revealed that this sequence consisted of a disordered region (408–448 aa, Fig. 4I, shaded in cyan), and a relatively stable region (449–457 aa) (Fig. 4I, shaded in pink). The stable region (EVELDLPVD) contained two aspartate residues that potentially account for substrate recognition, as inferred based on the substrate interaction site of USP7^58–60^. Indeed, mutation of these two sites (denoted USP17LE^D453A/D457A^) affected the binding of USP17LE with ZSCAN4 (Supplementary Fig. 5B) and abrogated the protection of ZSCAN4 proteins (Fig. 4J, K). Consistently, overexpression of USP17LE^D453A/D457A^ can no longer increase the ratio of *Zscan4*^+^ cells (Supplementary Fig. 5C). These results suggest that ZSCAN4 protein can be degraded by ubiquitin-mediated proteasome degradation and that USP17LE protects ZSCAN4 by deubiquitination.

### Overexpression of USP17L promotes removal of H2AK119ub1, *Dux* expression and 2C program in mouse embryos

We then asked if *Usp17l* and H2AK119ub1 may regulate *Dux* and the 2C program in mouse embryos. Reanalysis of published data^61^ showed that H2AK119ub1 was highly enriched near *Dux* in mouse oocytes, decreased at the 1-cell and early 2-cell stages when *Dux* was activated (Fig. 5A, B)^62^, and then increased and remained at high levels at the late 2-cell stage until the blastocyst stage (Fig. 5A). Therefore, the dynamics of H2AK119ub1 at the *Dux* locus negatively correlated with the expression changes of *Dux* during mouse pre-implantation development. H3K27me3 was also enriched in mouse oocytes, decreased after fertilization, but was not restored until in ICM (Fig. 5C). The slower restoration of H3K27me3 was consistent with the lack of de novo H3K27me3 at promoters in mouse pre-implantation embryos^63^. These data also indicate that H3K27me3 may be not a major repressor of *Dux* in mouse pre-implantation embryos.

**Fig. 5:**
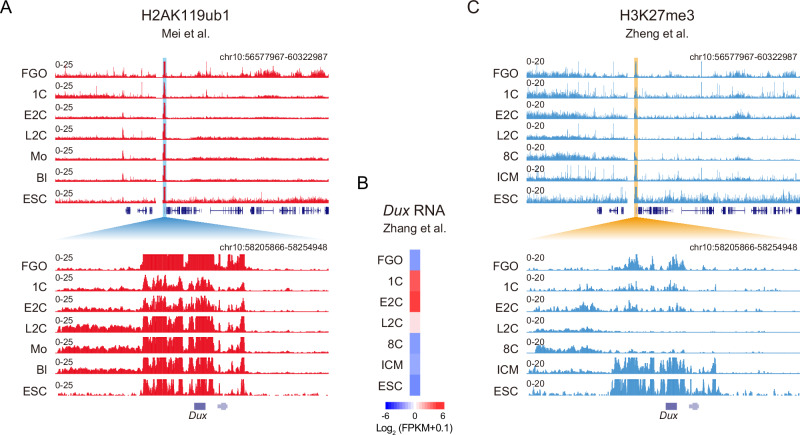
H2AK119ub1 is enriched at the *Dux* locus in mouse embryos. **A** The UCSC genome browser view showing global H2AK119ub1 (top) and that near *Dux* locus (bottom) in mouse early embryos. H2AK119ub1 data are from published data^61^. FGO full-grown oocytes; 1C, 1-cell; E2C, early 2-cell, L2C, late 2-cell; Mo morula, Bl blastocyst. H2AK119ub1 in mESC is shown as a comparison. **B** Heatmap showing the expression of *Dux* during mouse pre-implantation development. RNA-seq data are previously published^62^. **C** The UCSC genome browser view showing global H3K27me3 (top) and that near *Dux* locus (bottom) in mouse early embryos. H3K27me3 data are from published data^63^. FGO, full-grown oocytes; 1C, 1-cell; E2C, early 2-cell, L2C, late 2-cell; 8C, 8-cell; ICM, inner cell mass. H3K27me3 in mESC is shown as a comparison.

We then asked if USP17L can also reduce H2AK119ub1 and promote the expression of *Dux* and 2C program in mouse embryos. We injected *Usp17l* siRNAs that targeted all *Usp17l* gene family members in mouse zygotes at the pronuclear stage 3 (PN3) (Fig. 6A). We confirmed the efficient *Usp17l* KD in mouse late 2C embryos (Fig. 6B, left). Spike-in normalized Stacc-seq^4^ for H2AK119ub1 and CUT&RUN^64^ for H3K27me3, however, showed that unlike that in ESCs, *Usp17l* KD did not affect H2AK119ub1 or H3K27me3 globally at the late 2C stage (Fig. 6C, left, “KD”, and 6D, the 1st and 3rd columns), as also confirmed by immunostaining (Fig. 6E). At the *Dux* locus, H2AK119ub1 was largely unaffected upon *Usp17l* KD (Fig. 6C, right, “KD” for “H2AK119ub1”, and 6D, the 1st column, red). H3K27me3 remained overall low with moderate increase upon *Usp17l* KD (Fig. 6C, right, “KD” for “H3K27me3”, and 6D, the 3rd column). *Usp17l* KD did not have an apparent impact on mouse pre-implantation development (Fig. 7A, B, compare “KD” with “Ctrl”) or major ZGA (Fig. 7C, left, and 7D). Minor ZGA showed only moderate downregulation in *Usp17l* KD late 2C embryos (Fig. 7C, left, and 7D), as exemplified by *Zscan4* family genes (Fig. 7E). *Dux* was evidently downregulated (Fig. 7E). Given that H2AK119ub1 was not affected near *Dux* upon *Usp17*l KD, we speculate that the expression of *Dux* may be also regulated by additional mechanisms, at the transcriptional or post-transcriptional levels (such as RNA stability)^44,65–67^.

**Fig. 6:**
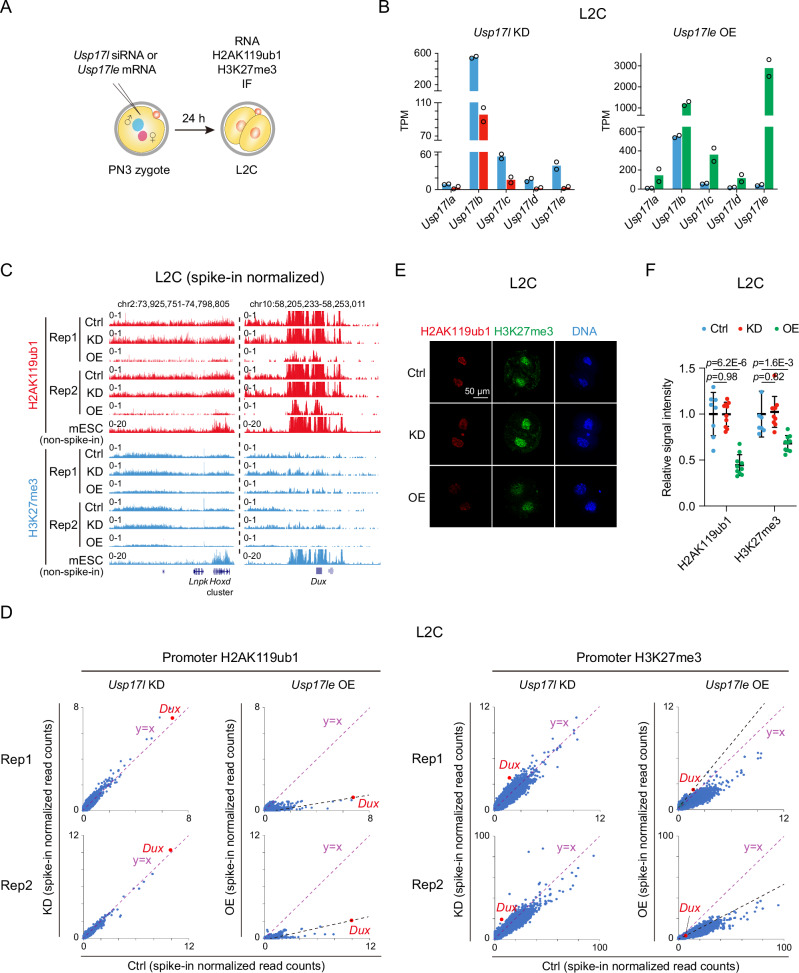
USP17L reduces H2AK119ub1 at the *Dux* locus in mouse embryos. **A** Schematic showing injection of siRNA cocktail targeting all *Usp17l* family genes or *Usp17le* mRNAs into mouse PN3 zygotes and examination of RNA, H2AK119ub1, and H3K27me3 at the late 2C stage. **B** Bar charts showing the transcription levels (TPM) of *Usp17l* family genes after *Usp17l* KD (left) and *Usp17le* OE (right) in mouse late 2C embryos (2 biological replicates). **C** The UCSC genome browser visualization showing spike-in normalized H2AK119ub1 and H3K27me3 at *Hoxd* (left) and *Dux* (right) upon *Usp17l* KD (KD) and *Usp17le* OE (OE) in mouse late 2C embryos. H2AK119ub1 and H3K27me3 in mESCs (non-spike-in) are shown as controls. **D** Scatter plots showing the spike-in normalized read counts of H2AK119ub1 (left) and H3K27me3 (right) at gene promoters in *Usp17l* KD and *Usp17le* OE late 2C embryos. Data from two replicates are shown. *Dux* is highlighted in red. The purple dashed line indicates that the spike-in normalized read counts when they are equal between control and KD/OE L2C embryos. The black dashed line indicates that H2AK119ub1 or H3K27me3 changes at gene promoters when they are equal to that at the *Dux* locus. **E**, **F** Representative immunostaining images (**E**) and jitter plot (**F**) showing the changes of H2AK119ub1 and H3K27me3 upon *Usp17l* KD and *Usp17le* OE in mouse late 2C embryos. Scale bar, 50 μm. The signal intensity of the control was set to 1.0. Bar = mean ± SD. The numbers of late 2C examined were 8 (Ctrl), 10 (KD), and 10 (OE) for both H2AK119ub1 and H3K27me3. *p* values (two-tailed Student’s *t*-test) are shown.

**Fig. 7:**
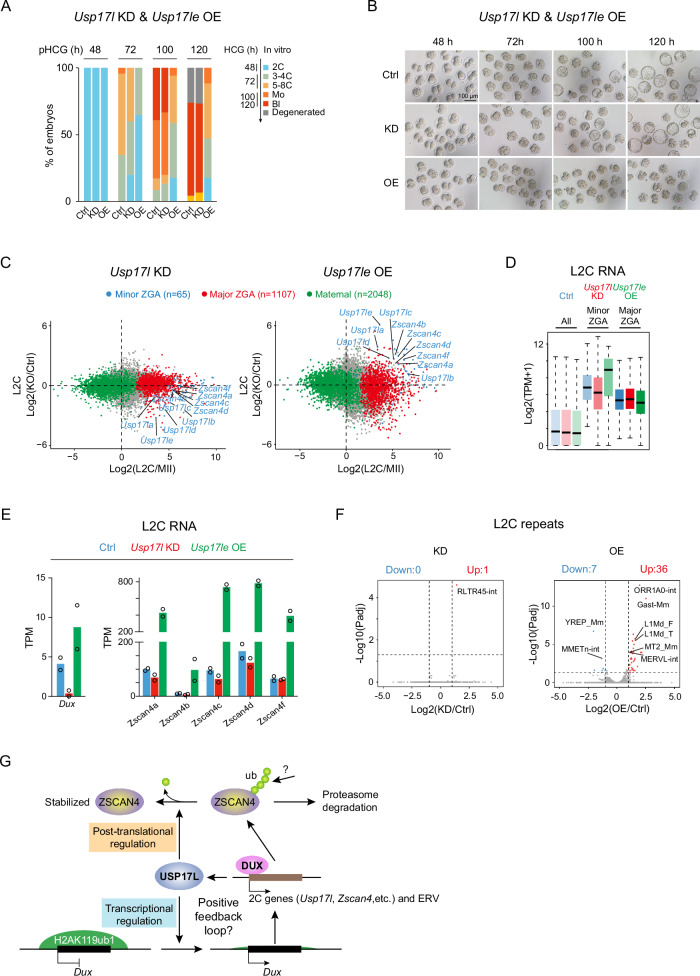
USP17L promotes *Dux* expression and 2C program in mouse embryos. **A** Bar chart showing the developmental ratios of mouse control, *Usp17l* KD, and *Usp17le* OE pre-implantation embryos. The expected developmental stages of mouse embryos in vitro at the indicated time point are shown on the right. **B** The development of mouse control, *Usp17l* KD and *Usp17le* OE pre-implantation embryos. Scale bar, 50 μm. **C** Scatter plots showing the changes of maternal (green), minor ZGA (blue), and major ZGA (red) genes upon *Usp17l* KD (left) or *Usp17le* OE (right) in late 2C embryos. **D** Box plot showing the expression of minor and major ZGA genes in *Usp17l* KD and *Usp17le* OE late 2 C embryos (2 biological replicates). Global gene expression (“All”) is shown as a control. **E** Bar charts showing the expression (TPM) of *Dux* (left) and *Zscan4* (right) in *Usp17l* KD and *Usp17le* OE late 2C embryos (2 biological replicates). **F** Scatter plots showing the expression changes of repeats in *Usp17l KD* (left) and *Usp17le* OE (right) late 2C embryos. **G** Schematic showing the working model of USP17L in regulating the 2C program. At the transcriptional level, USP17LE decreases the level of H2AK119ub1 near the *Dux* locus, promoting the expression of *Dux* and the downstream 2C genes, such as *Usp17l*, *Zscan4*, and *MERVL*. Reducing H2AK119ub1 at the *Dux* locus and activating *Dux* expression by USP17L likely represents a positive feedback loop between DUX and USP17L, as DUX can also activate *Usp17l* genes^10,12^. At the post-translational level, USP17L stabilizes ZSCAN4 by decreasing the ubiquitination levels of ZSCAN4, attenuating its degradation by proteasome.

To overcome the possible redundancy of USP17L and other deubiquitinases such as USP16, a maternal protein that can deubiquitinate H2AK119ub1 in oocytes and is present in both oocytes and early embryos^68^, we overexpressed *Usp17le* in mouse embryos by injecting *Usp17le* mRNA in mouse PN3 zygotes. Considering the presence of *Usp16* and endogenous *Usp17l*, *Usp17le* was expressed at high levels (Fig. 6B, right). *Usp17le* OE caused a substantial global reduction of H2AK119ub1 and H3K27me3 (Fig. 6C, left, “OE” for “H2AK119ub1” and “H3K27me3”, and 6D, the 2nd and 4th columns), which was confirmed by immunostaining (Fig. 6E). At the *Dux* locus, while H3K27me3 remained low upon *Usp17le* OE (Fig. 6C, right, “OE” for “H3K27me3”, and 6D, the 4th column, red), H2AK119ub1 decreased markedly (Fig. 6C, right, “OE” for “H2AK119ub1”, and 6D, the 2nd column, red). *Usp17le* OE embryos developed normally to the 2C stage, but showed partial delay at the 4C stage, and complete arrest at the 8C-morula stage (Fig. 7A, B, compare “OE” with “Ctrl”). Despite the largely normal maternal RNA decay at the late 2C stage (Fig. 7C, right), minor ZGA genes, including other *Usp17l* members, *Zscan4* family genes and *Dux*, were all upregulated (Fig. 7C, right, and 7D, E). Additionally, several classes of repeats, including LINE1 (L1Md_F, L1Md_T) and MERVL (MT2_Mm, MERVL_int) that are normally activated in minor ZGA were also upregulated upon *Usp17le* OE (Fig. 7F). Major ZGA genes were partially decreased possibly due to slight developmental delay at the late 2C stage (Fig. 7C, right, and 7D). It should be noted that the upregulation of minor ZGA genes was unlikely due to developmental delay, as the activation were dramatically increased at levels much higher than those in control embryos at the late 2C stage (Fig. 7D) when the levels of minor ZGA peaked in WT embryos (Supplementary Fig. 6A), as also exemplified by the *Zscan4* gene family (Supplementary Fig. 6B). Therefore, consistent with the observations in ESCs, these results indicate that USP17L-mediated removal of H2AK119ub1 can promote *Dux* expression and 2C program in mouse embryos.

## Discussion

2C genes have attracted great interests in the field of stem cell, development and gene regulation. These genes are closely linked to totipotency in 2-cell embryos and 2CLCs, for reasons that still remain largely unknown. They are also subjected to unique regulation as these genes undergo a rapid induction during the 1-cell and 2-cell stages, before declining soon after the 2-cell stage. Despite being a prominent marker gene for 2-cell embryos and 2CLCs, the function of USP17L remains poorly understood. Moreover, H2AK119ub1 was reported to decrease in 2CLCs compared to ESCs^21^, yet the underlying mechanisms remain elusive. Here, we report a role of *Usp17l* in the activation of the 2C program in mESC and possibly in embryos as well. Our data support a model that USP17LE deubiquitinates H2AK119ub1 near *Dux*, thus derepressing *Dux* and downstream 2C genes, including *Zscan4* and retrotransposons such as *MERVL* (Fig. 7G). Given that DUX can also activate *Usp17l* genes^10,12^, this may represent a positive feedback loop (Fig. 7G). Such positive feedback may facilitate the rapid induction of 2C genes in a short time window, which then need to be swiftly shut down at the late 2C stage when major ZGA occurs through negative regulators such as DUXBL^69^. Persist expression of *Dux* has been shown to arrest embryos at the 2-cell stage^13,66^. In addition, ZSCAN4 can also be protected and stabilized through deubiquitination by USP17L (Fig. 7G). These data suggest that USP17L can regulate the 2C program both at the transcriptional and post-translational levels. Of note, we do not exclude the possibility that USP17L may have other targets besides H2AK119ub1 and ZSCAN4.

In contrast to that in mESCs, *Usp17l* KD in mouse embryos has only a moderate effect on H2AK119ub1, minor ZGA, and pre-implantation development. Several scenarios could be envisioned to explain the difference. First, USP17L may be redundant with other deubiquitinases such as USP16. Second, the function of *Dux* is also possibly compensated by other regulators of minor ZGA, given that *Dux* KO only had a mild effect on ZGA in mouse embryos^13–15^. For example, OBOX has been shown to regulate many targets of DUX^16,70^ and OBOX4 redundantly drives ZGA in the absence of *Dux*^71^. Of note, *Usp16* and *Obox* genes were absent or only lowly expressed in mESCs compared to those in mouse oocytes or pre-implantation embryos^16,68^, which may account for the lack of such redundancy in mESCs. However, we cannot exclude the possibility that USP17L functions differently in these two contexts. The conclusion that USP17L regulates the 2C program both at the transcriptional and post-translational levels is primarily based on data in mESCs. The roles of USP17L in mouse early embryogenesis warrant further investigation, which may require combined disruption of USP17L and other potentially redundant factors. We also expect that the targets of USP17L may not be limited to histones and ZSCAN4. In sum, our findings identify USP17L as a key regulator of the 2C genes in mESCs, paving the way for future studies of the regulatory circuitry underlying the 2C program, ZGA, and totipotency.

## Methods

### Mice

C57BL/6J mice were purchased from Beijing Vital River. PWK/PhJ mice were purchased from Jackson Laboratory. Mice were maintained under specific pathogen-free conditions with a 12 h-12 h light-dark cycle in a 20–22 °C and humidity 55 ± 10% environment. All animals were taken care and experiments were performed according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Tsinghua University, Beijing, China (protocol number 17-XW1).

### ES cell lines and cell culture

Two mouse ES cell lines, J1 and E3, were used in this study. The E3 ES cell line was derived from C57BL/6 × 129S6 blastocysts and tested for pluripotency using standard chimera and tetraploid embryo complementation assays. E3 ESCs were cultured on MEF feeder cells, while J1 ESCs were cultured on gelatin without feeders. The culture medium of ESCs consisted of knockout DMEM (Gibco, 10829018) and 15% FBS (HyClone, SH30070.03E) supplemented with penicillin (100 U/ml) and streptomycin (100 µg/ml) (Gibco,15140122), LIF (1000 U/ml) (Millipore, ESG1107), nonessential amino acids, β-mercaptoethanol (0.1 mM) (Sigma, M3148-250ML), and L-glutamine (1 mM) (Gibco, 25030081). ESCs were cultured at 37 °C in a humidified 5% CO_2_ incubator. The culture medium was changed every day and passaged every two days by replacement with fresh medium. The E3 ES cell line was used for *Usp17l* KD and OE experiments. The J1 ES cell line, which carries the *Zscan4*-tdTomato reporter, was used for mutation experiments, flow analysis, and ubiquitination experiments.

### Generation of Usp17l knockdown (KD) ESCs by shRNA

Two shRNAs (ShRNA1-F: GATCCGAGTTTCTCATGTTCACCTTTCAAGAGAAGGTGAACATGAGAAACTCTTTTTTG; ShRNA1-R: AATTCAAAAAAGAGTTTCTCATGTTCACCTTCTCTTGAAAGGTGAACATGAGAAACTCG; ShRNA2-F: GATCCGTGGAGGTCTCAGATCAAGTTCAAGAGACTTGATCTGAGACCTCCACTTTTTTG; ShRNA2-R: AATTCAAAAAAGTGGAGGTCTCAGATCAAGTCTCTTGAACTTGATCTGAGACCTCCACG) were designed for the *Usp17l* knockdown experiment using online design tool (https://rnaidesigner.thermofisher.com/rnaiexpress/sort). The single strands were annealed (95 °C 30 s, 72 °C 2 min, 37 °C 2 min, 25 °C 2 min) into double-stranded shRNAs, which were then inserted into the knockdown plasmid RNAi-Ready pSIREN. The concentration and purity of the transfected plasmids were measured to ensure the transfection efficiency. The plasmids were transfected into ESCs by the Lonza nuclear transfer apparatus. 24 h later, the medium was replaced with that containing 1.5 μg/ml puromycin (Lifetechnologies, A1113803) for screening for 24 h. Single clones were then picked 48 h later for culture and identification. Two cell lines with effective knockdown were selected for subsequent experiments, which were further treated with 1.5 μg/ml puromycin for one week before use. ShRNA for *Dux* knockdown (Dux-ShRNA1-F: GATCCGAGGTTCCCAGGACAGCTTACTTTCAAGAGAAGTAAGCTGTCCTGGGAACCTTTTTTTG; Dux-ShRNA1-R: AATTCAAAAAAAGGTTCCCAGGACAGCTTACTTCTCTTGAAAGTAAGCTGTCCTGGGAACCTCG) was constructed as reported.

### Primers and reagents

All primers were designed using Primer 5 software. Quantitative reverse transcription PCR (RT-qPCR) primers (Supplementary Table 1) were used to detect the expression changes of 2-cell genes. Primers for overexpression (Supplementary Table 2) and for USP17LE mutation (Supplementary Table 3) were used to obtain the targets, which were cloned into pcDNA3.1-3 × FLAG vector. The *Usp17le* and *Usp17lb* isoforms used in the overexpression experiment were both isoform 1 as shown in Fig. 1A. Primer STAR Max DNA Polymerase (TAKARA, R045A) was used for PCR. The resultant vectors were transfected into ESCs with Hieff Trans® Liposomal Transfection Reagent (Yeasen, 40802ES02) according to the manufacturer’s instructions. RNA was extracted 48 h later using RNeasy Plus Mini Kit (QIAGEN, 74134).

### Mutation of USP17LE

USP17LE^∆1–10^ has a deletion of 10 amino acids at the N-terminus; USP17LE^∆1–20^ has a deletion of 20 amino acids at the N-terminus; USP17LE^∆407–506^ removes 99 amino acids from the C-terminus; USP17LE^∆458–506^ removes 49 amino acids from the C-terminus. The 408–457 amino acids were analyzed using the FoldUnfold software^57^. According to the binding information of USP7^58–60^, the two aspartic acids, D453 and D457, were mutated. The sequences encoding the truncated USP17LE were amplified using specific primers (Supplementary Table 3) by PCR. In addition, the mutated bases were introduced into the primers, followed by overlap extension PCR to amplify the DNA encoding USP17LE containing the mutated sites (USP17LE^D453/457^).

### Coimmunoprecipitation (Co-IP)

Collected cells were lysed with 500 μl ice-cold NETN buffer (20 mM Tris-HCl pH 8.0, 1 mM EDTA, 500 mM NaCl, 0.5% NP-40) supplemented with 1 mM PMSF and 1× protease inhibitor cocktail by gentle pipetting. The lysate was incubated at 4 °C for 30 min, followed by centrifugation at 4 °C at maximum speed for 10 min. A total of 500 μl supernatant was collected, of which 50 μl was reserved as input control. The remaining supernatant was equally divided into two aliquots in new microcentrifuge tubes. Rabbit IgG (negative control) and anti-USP17L antibody were added to each aliquot, respectively. The mixtures were incubated with rotation at 4 °C overnight. The next day, after pre-washed three times (8 min each time) with NETN buffer containing PMSF and protease inhibitors, protein A beads were resuspended in 100 μl NETN buffer and equally split into the IgG- and USP17L-treated samples. After rotation at 4 °C for 3 h, beads were collected by centrifugation (8000 × *g* at 4 °C for 1 min). Beads were washed six times with 1 mL ice-cold NETN buffer (8 min per wash, 4 °C with rotation). After the final wash, the precipitate was resuspended in 80 μl NETN buffer and boiled with 5× SDS loading buffer at 98 °C for 5 min. Proteins were resolved by SDS-PAGE and visualized using immunoblotting.

### Immunofluorescence microscopy

The samples were fixed with 4% paraformaldehyde (PFA) at 4 °C for 20 min, washed three times with PBS, permeabilized for 25 min and blocked at room temperature for 2 h. The primary antibody was incubated overnight at 4 °C, and the secondary antibody was incubated at room temperature for 1 h. The antibodies used were as follows: rabbit anti-USP17L (1:50, Produced by GenScript, targeted the short peptide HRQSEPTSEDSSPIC), rabbit anti-ZSCAN4 (1:200, Sigma-Aldrich, AB4340), rabbit anti-H2AK119ub1 (1:200, CST, 8240S), and mouse anti-H3K27me3 (1:200, CST, 9733S). The DNA was stained with DAPI (1:200, Sigma, D9542-1MG). The images were acquired by a CCD camera equipped with laser scanning confocal microscopy (Leica, TCS SP8) or epifluorescence imaging (Zeiss Axio Imager).

### Western blot

Whole-cell protein extracts were prepared with NP40 lysis buffer (Thermo Scientific, FNN0021) supplemented with the protease inhibitor PMSF and cocktail (Sigma, P8340-1ML). The prepared protein samples were then subjected to SDS-PAGE analysis, and were transferred to the PVDF membrane in a wet transfer mode in an ice bath. The PVDF membrane was blocked with 5% skim milk at room temperature for 2 h. The primary antibody was incubated at 4 °C overnight, and the secondary antibody was incubated at room temperature for 1 h. The antibodies were as follows: mouse anti-FLAG (1:2000, Sigma‒Aldrich, F1804-50UG), rabbit anti-ZSCAN4 (1:2000, Sigma‒Aldrich, AB4340), mouse anti-OCT4 (1:2000, Santa Cruz, sc-5279), rabbit anti-H2AK119ub1 (1:2000, CST, 8240S), rabbit anti-HA (1:2000, Yeasen, 30702ES20), rabbit anti-ACTIN (1:5000, Abclonal, AC026), rabbit anti-H3 (1:5000, Abcam, ab1791–100 µg), rabbit anti-H3K9me2 (1:2000, Abcam, ab1220), rabbit anti-H3K9me3 (1:2000, Abcam, ab8898), rabbit anti-H3K27me3 (1:2000, Millipore, 07–449), rabbit anti-H3K4me (1:2000, Abcam, ab176877), rabbit anti-H4K20me3 (1:2000, Millipore, 07-463-S), rabbit anti-Nanog (1:2000, Abcam, ab80892), goat anti-mouse HRP (1:10000, ABWAYS TECHNOLOGY W, AB0102) or goat anti-rabbit HRP (1:10000, ABWAYS TECHNOLOGY W, AB0101). Anti-USP17L polyclonal antibody against a short peptide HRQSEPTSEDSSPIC shared by USP17LA-E was produced by GenScript.

### Flow cytometry

The cells were resuspended in FACS Buffer (0.1% BSA in PBS) and filtered through a 40 μm filter (Falcon) to remove large cell clumps, followed by analysis using a FACS Aria II flow cytometer (BD, 85 μm nozzle). The area-scaling factor was set, and forward scatter (FSC)-A and side scatter (SSC)-A were used to exclude large-sized cell structures or debris, with SSC-W set to avoid contamination by doublets or triplets. Finally, the appropriate fluorescence channels corresponding to the excitation light (594 nm) were used for cell sorting.

### Telomere restriction fragment (TRF) measurement

TRF analysis was performed using a commercial kit (TeloTAGGG Telomere Length Assay, Roche, 12209136001). Cells were pretreated with RNase A and proteinase K (PCR Grade, Roche Life Science, 03115879001), followed by extraction using phenol:chloroform:isoamyl alcohol. A total of 3 μg DNA was digested overnight with MboI endonuclease (NEB, R0147S) at 37 °C and underwent electrophoresis through 1% agarose gels in 0.5 × TBE at 14 °C for 16 h at 6 V/cm with an initial pulse time of 1 s and end pulse in 12 s using a CHEF Mapper pulsed-field electrophoresis system (Bio-Rad). The gel was blotted and probed using reagents in the kit. Telomere length was quantified by Telo Tool software.

### Telomere quantitative fluorescence in situ hybridization (Q-FISH)

Telomere length and function (telomere integrity and chromosome stability) were estimated by telomere Q-FISH as described previously^43^. In brief, cells were incubated with 0.3 μg/ml nocodazole for 3 h to enrich metaphases. Metaphase-enriched cells were exposed to hypotonic treatment with 75 mM KCl solution, fixed with methanol: glacial acetic acid (3:1), and spread onto clean slides. Telomeres were denatured at 80 °C and hybridized with a Cy3-labelled (CCCTAA)3 peptide nucleic acid (PNA) telomere probe (0.5 μg/ml) (Panagene, Korea). Chromosomes were stained with 0.5 μg/ml DAPI. Fluorescence from chromosomes and telomeres was digitally imaged on a Zeiss Axio Imager Z2 with Cy3/DAPI filters using AxioCam and AxioVision software. Telomere length shown as telomere fluorescence intensity was integrated using the TFL-TELO program (a gift kindly provided by Peter Lansdorp).

### siRNA and mRNA microinjection

For *Usp17l* knockdown, four siRNA duplexes each at a concentration of 100 μM were mixed in equal volume (the final concentration for each siRNA was 25 μM) to target all *Usp17l* family genes and were microinjected into mouse zygotes at the pronucleus stage 3 (PN3).

(#1, sense: AAACUCAUGGGCAUCUUCCUG, antisense: GGAAGAUGCCCAUGAGUUUCU;

#2, sense: UCCAAAUAUGUCAUGAAUGGG, antisense: CAUUCAUGACAUAUUUGGAGG;

#3, sense: AGUAUCAUCCAUCUUGUACCA, antisense: GUACAAGAUGGAUGAUACUAA;

#4, sense: ACAUAGAAGAGCACAUAGGCA, antisense: CCUAUGUGCUCUUCUAUGUGC;). For *Usp17le* overexpression, T7 promoter was first added to the *Usp17le* coding sequence (see Supplementary Table 3 for PCR primers). *Usp17le* PCR product was then purified and used for in vitro transcription using mMESSAGE mMACHINE T7 Transcription Kit (Invitrogen, AM1344), followed by poly(A) tailing using Poly(A) Tailing Kit (Invitrogen, AM1350) following the manufacturer’s instructions. mRNAs were recovered by RNA Clean XP beads (Beckman, A63987), and 50 ng/μl *Usp17le* mRNA was injected into PN3 zygotes. Embryos injected with water were used as the control for both KD and OE experiments. All injections were performed with an Eppendorf Transferman NK2 micromanipulator.

### CUT&Tag library preparation and sequencing

CUT&Tag was performed as previously described^72^, with minor modifications. Briefly, 20000–50000 cells per sample replicate were washed in Wash Buffer [1 mL 1 M HEPES pH 7.5 (Sigma- Aldrich, H3375), 1.5 mL 5 M NaCl (Sigma-Aldrich, S5886-1KG), 12.5 μL 2 M Spermidine (MCE, HY-B1776), Roche Complete Protease Inhibitor EDTA-Free tablet (Sigma- Aldrich, 4693132001), and the final volume brought to 50 mL with dH2O], and then immobilized on 10 μL of Concanavalin A-coated beads (Bangs Laboratories, BP531). Cells were cleared on a magnetic rack and then permeabilized with cold antibody buffer [20 mM HEPES pH 7.5, 150 mM NaCl, 2 mM EDTA, 0.1% BSA, 0.5 mM spermidine and 1× protease inhibitor cocktail containing 0.05% digitonin (AbMole, M5020-100 mg)] on ice. The cells were then incubated with primary antibody [Anti-H3K27me3 (Millipore, 07–449, 1:100 dilution) and anti-H2AK119ub1 (Cell Signaling Technology, 8240S, 1:100 dilution)] at room temperature for 2 h on a shaker. Goat anti-rabbit IgG secondary antibody (Vazyme, Ab206-01-AC) was diluted at a ratio of 1:100 in Dig-wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, and 1× protease inhibitor cocktail containing 0.05% digitonin) and incubated at RT for 1 h. Cells were cleared on a magnetic rack and washed three times with 700 μl of Dig-wash buffer. A 1:100 diluted pA-Tn5 adapter complex combining adapter primers (Supplementary Table 4) and pA-Tn5 according to the manufacturer’s instructions (Vazyme, S603-01) was prepared in Dig-300 Buffer [20 mM HEPES pH 7.5, 300 mM NaCl, 0.5 mM spermidine and 1× protease inhibitor cocktail containing 0.05% digitonin]. Cells were cleared on a magnetic rack and incubated in 100 μl of pA-Tn5 at RT for 1 h. Cells were washed with 700 μl of Dig-300 buffer, resuspended in 300 μl of Tagmentation buffer [10 mM MgCl_2_ in Dig-300 Buffer], and incubated at 37 °C for 1 h. 10 μl of 0.5 M EDTA, 3 μl of 10% SDS, and 2.5 μl of 20 mg/mL proteinase *K* were added to each reaction to stop the tagmentation at 37 °C overnight. DNA was purified using phenol/chloroform/isoamyl alcohol (PCI) extraction followed by chloroform extraction and precipitated with glycogen and ethanol. DNA was pelleted with a high-speed spin at 4 °C, washed, air dried for 5 min and resuspended in 25 μl of double-distilled water (ddH_2_O) containing 100 μg/ml RNase. The DNA was then PCR amplified using the TruePrep Index Kit V4 for Illumina (Vazyme, TD204) and cleaned up with VAHTS DNA Clean Beads (Vazyme, N411-01). The library quality was assessed on the Agilent Bioanalyzer 2100 system, and the libraries were sequenced on an Illumina HiSeq platform.

### STAR ChIP-seq library preparation and sequencing

STAR ChIP-seq was performed as previously described^62^. Briefly, samples were lysed and S2 lysate was added as spike-in, followed by chromatin fragmentation by micrococcal nuclease (MNase, Sigma-Aldrich) at 37 °C for 5 min. The reaction was then terminated and the supernatant was incubated with 1 μg of primary antibody (H3K9me3, Active motif, #39161) overnight at 4 °C. The next day, 100 μg of Protein A/G dynabeads (mixed at 1:1, Thermo Fisher Scientific) was added to each sample and incubated at 4 °C. Three hours later, the beads were washed five times with 150 μl of RIPA buffer and once with 150 μl of LiCl buffer. For each sample, beads were resuspended with 28 μl of H2O, 1 μl of 10× Ex Taq buffer (Takara, RR006B), and 1 μl of proteinase K (NEB, P8107S) and incubated at 55 °C for 90 min, followed by incubation at 72 °C for 40 min to inactivate the proteinase *K*. Samples were then subjected to TruSeq library preparation using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). Libraries were sequenced using the DNBSEQ-T7 platform according to the manufacturer’s protocol.

### Stacc-seq library preparation and sequencing

Stacc-seq was performed as previously described^4^ with modifications. Briefly, DB-1 buffer was prepared by adding 2 μl of fully dissolved 5% digitonin (Sigma, D141) to 1 ml Buffer1. Then, 0.5 μl of pA-Tn5 and 0.5 μg of antibody (H2AK119ub1, CST, 8240S) were mixed with 7 μl DB-1 buffer, followed by incubation at 4 °C for 30 min. Each sample was incubated with Concanavalin-coated magnetic beads (Polyscience, 86057) for 10 min at room temperature. After removing the supernatant, samples were then resuspended with 50 μl DB-1 buffer and 8 μl preincubated antibody-pA-Tn5 mixture. Following incubation at 4 °C for 2 h, the samples were washed twice with 200 μl DB-1 buffer. Each sample was then resuspended with 50 μl DB-1 buffer and 12.5 μl 5× TTBL (Vazyme Biotech, TD502), and the sample was incubated at 37 °C for 30 min. Spike-in DNA added DNA purification and PCR were then performed following the Stacc-seq protocol^4^. Sequencing was done using the DNBSEQ-T7 platforms according to the manufacturer’s protocol.

### CUT&RUN library preparation and sequencing

CUT&RUN was performed as previously reported^64^ with modifications. Briefly, 2-cell embryos were incubated with Concanavalin-coated magnetic beads (Polyscience, 86057) for 10 min at room temperature. Samples were then incubated with primary antibody (H3K27me3, CST, 9733S) at a ratio of 1:100 overnight at 4 °C. The next day, after washing for one time, beads were incubated with pA-MNase (in house, to a final concentration of 400–700 ng/ml) at 4 °C for 3 h. After washing two times, targeted digestion was performed by adding 2 μl of 100 mM CaCl_2_ for 30 min on ice, followed by termination by adding an equal volume of 2× stop buffer supplemented with spike-in DNA. Samples were then incubated at 37 °C for 30 min for fragment releasing. The samples were then digested with proteinase K (NEB, P8107S) and purified using phenol:chloroform:isoamyl alcohol (25:24:1, v/v) followed by ethanol precipitation at −80 °C overnight. The next day, DNA was purified and subjected to TruSeq library preparation using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). Sequencing was done using the DNBSEQ-T7 platforms according to the manufacturer’s protocol.

### CUT&Tag, STAR ChIP-seq, Stacc-seq, and CUT&RUN data processing

CUT&Tag, Stacc, and CUT&RUN reads were aligned to the mouse mm10 genome using bowtie2^73^ with the default parameters. Adaptors and aligned reads with low quality, and PCR duplicates were removed. Multi-mapping reads were included when analysing the *Dux* region. Bam files were obtained using SAMtools (v.1.9). Read coverages were estimated using bamCoverage from deepTools^74^ and were visualized by IGV or UCSC genome browser.

### RNA-seq library preparation and data analysis

Poly-T oligo-attached magnetic beads were used to purify mRNA. In NEBNext First-strand Synthesis Reaction Buffer (5×), RNA was fragmented at high temperature using divalent cations. The segmented mRNA was used as a template, and first strand cDNA was synthesized using random hexamer primers and M-MLV reverse transcriptase (RNase H). The second strand of cDNA was then synthesized by adding dNTPs, DNA polymerase I, and RNase. The 3′ end was then adenylated. The NEB Next Adaptors connector was connected and ready for hybridization. The AMPure XP system (Beckman Coulter, Beverly, USA) was used to purify the library fragments. The target fragment was then treated with 3 μl of USER enzyme (NEB, USA) at 37 °C for 15 min, followed by 5 min at 95 °C, and PCR was performed. PCR products were purified using the AMPure XP system. After quality assessment, the library was sequenced on an Illumina HiSeq platform. Raw reads were processed using trim-galore, and clean reads were mapped to mm10 by Hisat2 with default parametes. Uniquely mapped reads were calculated by FeatureCounts, with default parameters. Raw counts were normalized by library size via transcripts per kilobase of exon model per million mapped reads (TPM). Differentially expressed genes (DEGs) (Fold change > 2, *P* < 0.05) between different groups were analysed using Deseq2.

### Statistics and reproducibility

For qPCR, statistical tests were performed using data from three biological replicates using a two-tailed unpaired *t*-test. For imaging analysis, a two-tailed unpaired *t*-test was performed with data from at least three samples, and ANOVA was used to compare more than two groups and expressed as the mean ± SEM. *P* values less than 0.05 were considered significant (*p < 0.05, **p < 0.01 or ***p < 0.001). Western blot analysis was performed by densitometry using ImageJ software (RRID:SCR_003070). Statistical analyses for significance used a two-tailed unpaired *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 were considered to be statistically significant. Error bars represent the standard deviation of the mean in three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source Data 1

Source Data 2

## Data Availability

All sequencing data generated in this study have been deposited to NCBI GEO. The accession numbers for RNA-seq data are GSE223067 (*Usp17l* KD mESCs) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223067], GSE234366 (*Usp17le* OE mESCs). [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234366] GSE277982 (WT/*Dux* KD/*Dux* KD-*Usp17le* OE/*Usp17le* OE/ *Usp17le* OE-*Dux* KD mESCs). [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE277982], and GSE282420 (*Usp17l* KD and *Usp17le* OE late 2C embryos) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282420]. The accession number for CUT&Tag data is GSE224711. The accession number for STAR ChIP-seq, Stacc-seq, and CUT&RUN data is GSE282421. Source data are provided with this paper.

# Supplementary material for: USP17L promotes the 2-cell-like program through deubiquitination of H2AK119ub1 and ZSCAN4
**Source:** Nat Commun. 2025 Aug 1;16:7071. doi: 10.1038/s41467-025-62303-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary figures and tables

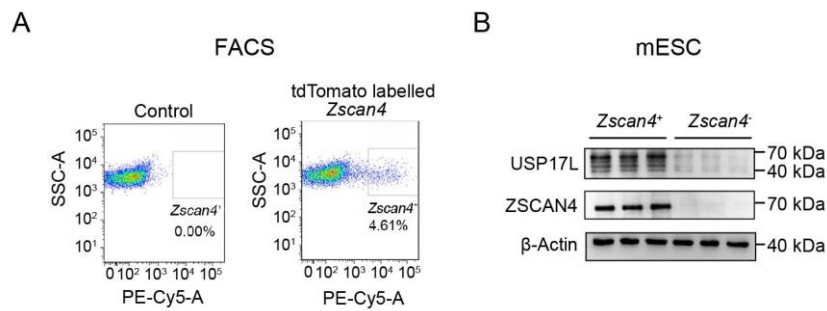

Supplementary Fig. 1 | USP17L is highly expressed in *Zscan4*⁺ ESCs. A Flow cytometry sorting of *Zscan4*⁺ and *Zscan4*⁻ ESCs based on tdTomato in control and tdTomato-labelled ZSCAN4 expressing ESCs. **B** Western blot showing the expression of USP17L protein in *Zscan4*⁺ and *Zscan4*⁻ ESCs. β-Actin was used as loading control (3 biological replicates).

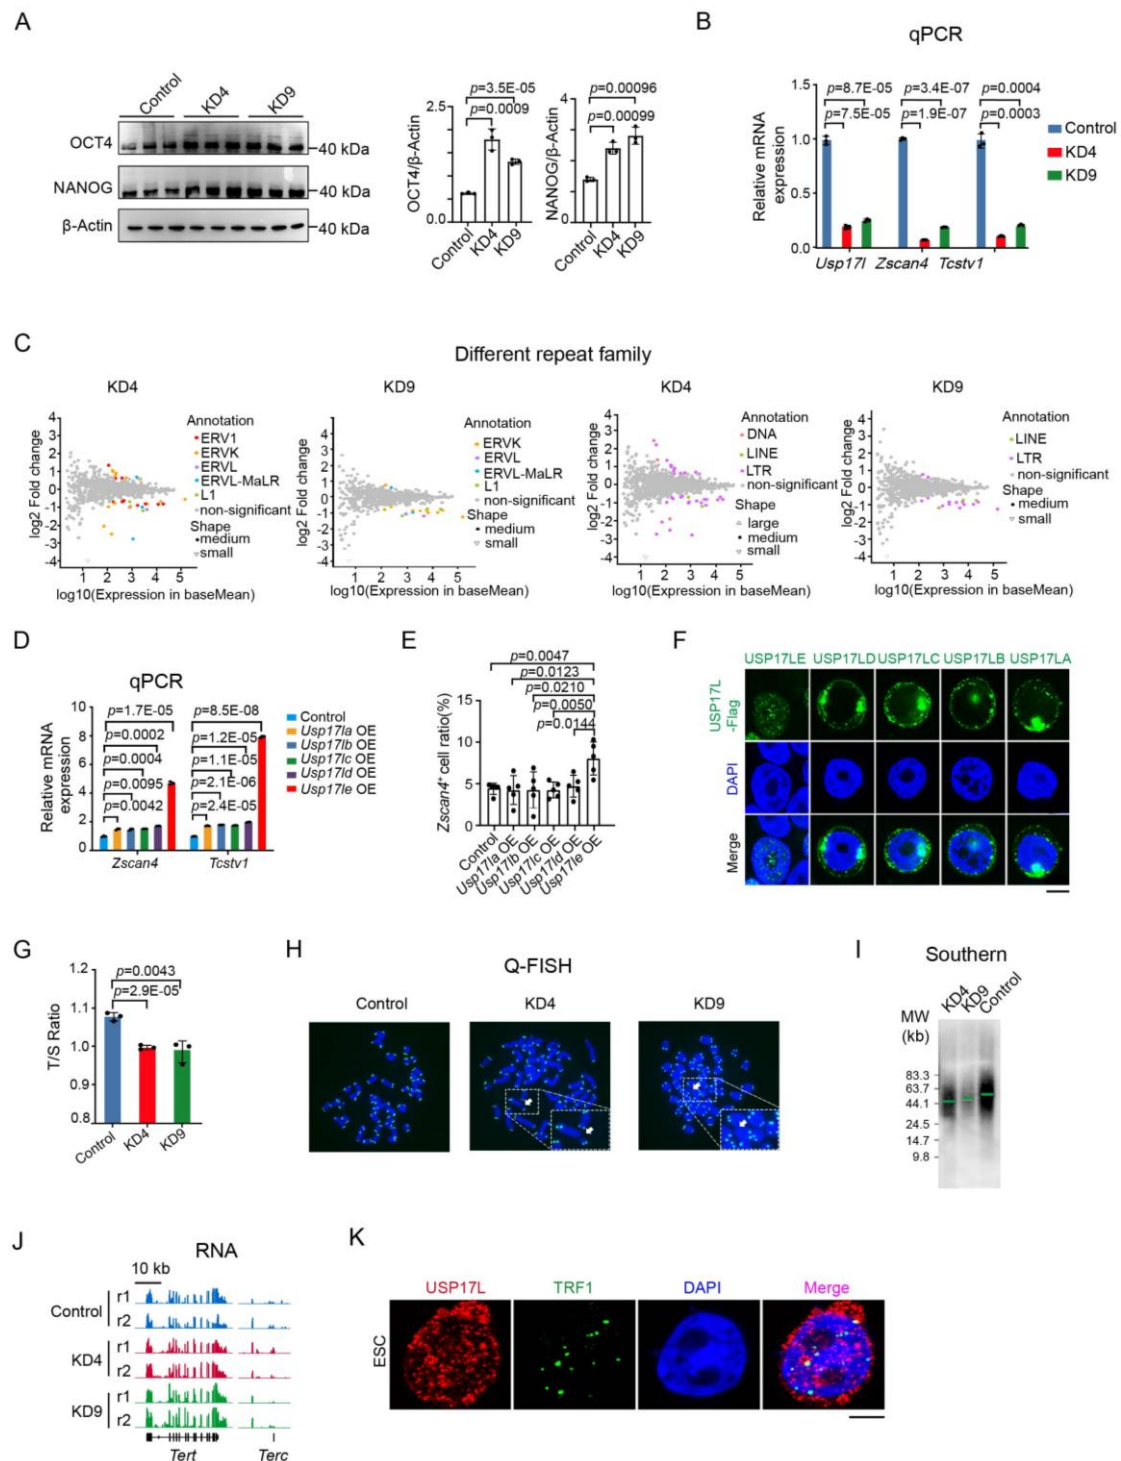

Supplementary Fig. 2 | *Usp17l* regulates 2C genes and telomere. **A** Western blot showing the changes of OCT4 and NANOG in *Usp17l* knockdown ESCs. The relative levels of OCT4 and NANOG were determined by densitometry of the protein bands (3 biological replicates). Data were shown as means ± SD (two-tailed Student's t-test). **B** RT-qPCR analysis showing the relative expression levels of *Usp17l*, *Zscan4*, and *Tcstv1* in

control and *Usp17l* knockdown ESCs (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **C** Scatter plot showing the expression of different family of repeats after *Usp17l* knockdown. **D** RT-qPCR analysis showing the relative expression levels of *Zscan4* and *Tcstv1* in control and individual *Usp17l* overexpressing ESCs (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **E** Statistics of the ratios of *Zscan4*⁺ cells following transient overexpression of *Usp17l* family genes for 48 h (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **F** Immunofluorescence staining using anti-Flag antibody showing the localization of USP17L proteins in ESCs. Scale bar, 5 μ m. DNA is stained with DAPI. **G** qPCR analysis showing telomere length changes following knockdown of *Usp17l* (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **H** Immunofluorescence staining showing the length of telomeres by Q-FISH. Arrows indicate chromosome breakage. **I** Telomere restriction fragment (TRF) measured by Southern blot showing the telomere length in control and *Usp17l* knockdown ESCs. Green bars indicate the average telomere length. **J** IGV visualization showing the RNA signals of *Tert* and *Terc* after *Usp17l* knockdown in ESCs. Two replicates are shown. **K** Co-immunostaining and fluorescence microscopy for USP17L (red) and TRF1 (green) in ESCs. DNA is stained with DAPI. Scale bar, 5 μ m.

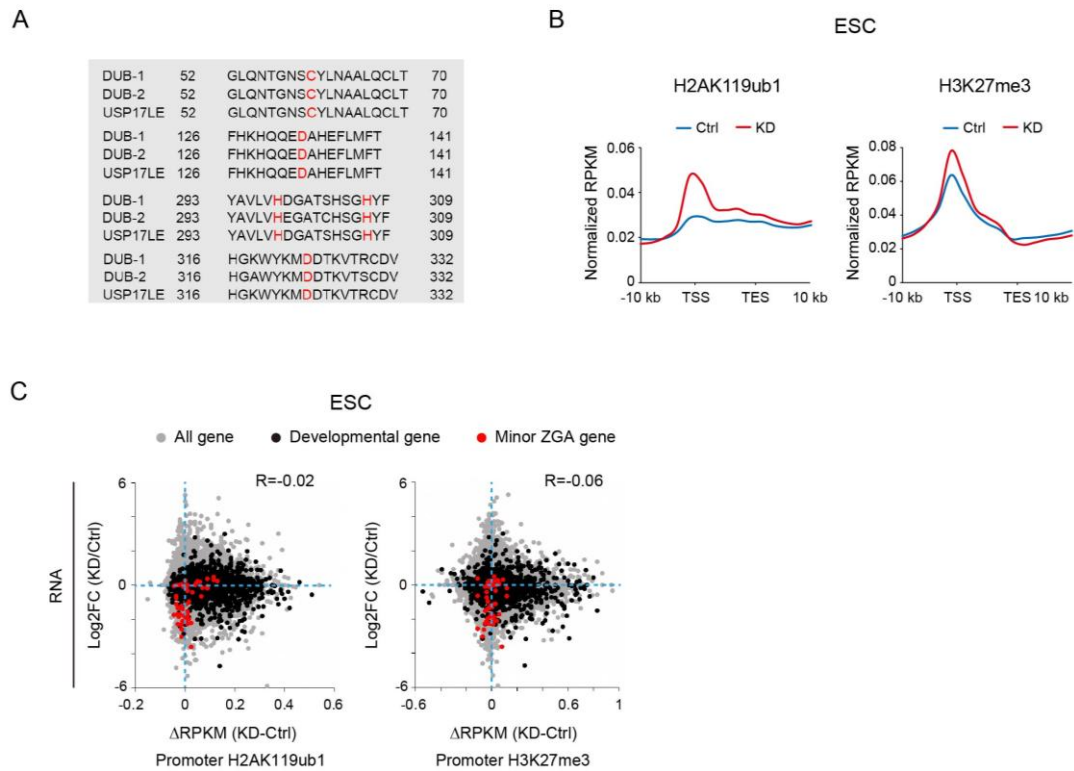

Supplementary Fig. 3 | The effect of *Usp17l* KD on H2AK119ub1, H3K27me3 and gene expression in ESCs. **A The conserved domain and catalytic sites (red) of USP17LE revealed by amino acid alignment. These amino acid sequences were derived from¹. **B** Line charts showing the global H2AK119ub1 (left) and H3K27me3 (right) in control and *Usp17l* KD mESCs. **C** Scatter plots comparing gene expression changes and the changes of H2AK119ub1 (left) and H3K27me3 (right) at gene promoters. Developmental genes and minor ZGA genes are highlighted in black and red, respectively.**

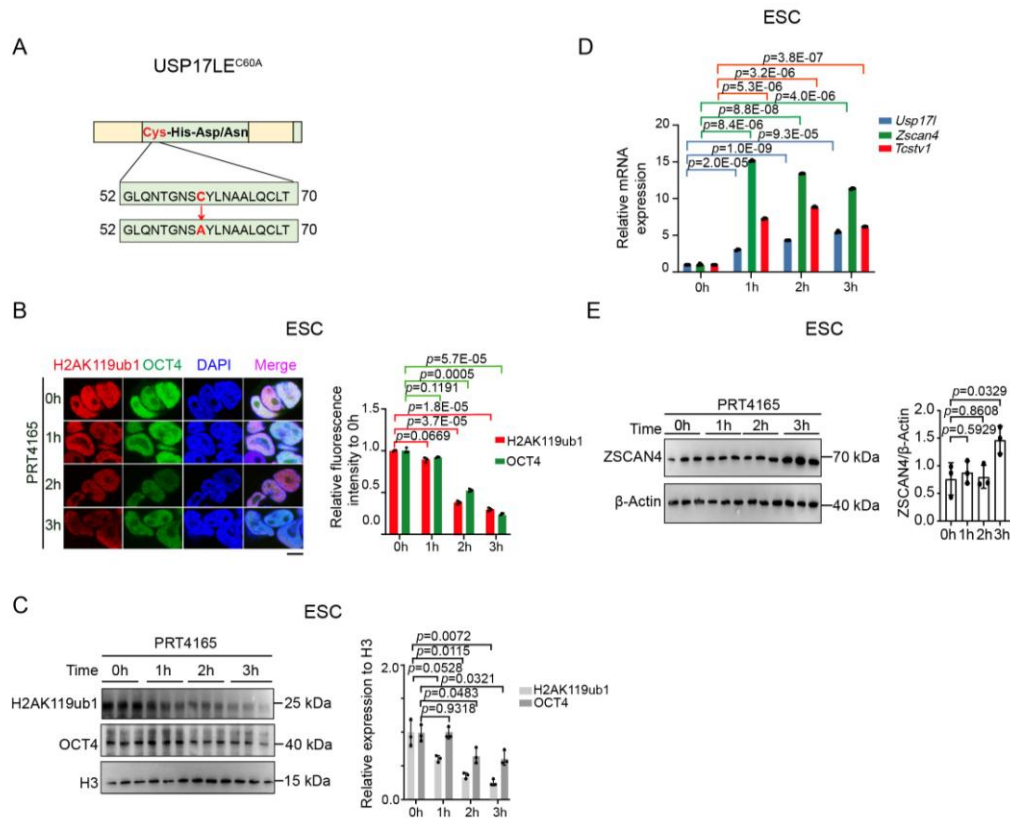

Supplementary Fig. 4 | H2AK119ub1 regulates the expression of 2C-genes. **A** Schematic showing the mutation of the conserved catalytic site (C60A) in USP17LE. **B** Left, immunofluorescence staining for H2AK119ub1 (red) and OCT4 (green) in ESCs following inhibition of H2AK119ub1 by a specific inhibitor PRT4165 (50 μ M) for indicated time. DNA is stained with DAPI. Scale bar, 5 μ m. Right, statistics of the relative fluorescence intensity of H2AK119ub1 and OCT4 after treatment of PRT4165 (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **C** Left, western blot showing the changes of H2AK119ub1 and OCT4 in ESCs following inhibition of H2AK119ub1 by PRT4165 (50 μ M) for indicated time. H3 is used as loading control. Right, the relative levels of H2AK119ub1 and OCT4 determined by densitometry of the protein bands (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **D** RT-qPCR analysis showing the relative expression level of *Usp17l*, *Zscan4* and *Tcstv1* after inhibition of H2AK119ub1 for indicated time (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test). **E** Left, western blot showing the levels of ZSCAN4 protein following inhibition of H2AK119ub1 by PRT4165 in E3 ESCs for indicated time. Right, the relative level of ZSCAN4

protein determined by densitometry of the protein bands (3 biological replicates). Data were shown as means $\pm$ SD (two-tailed Student's t-test).

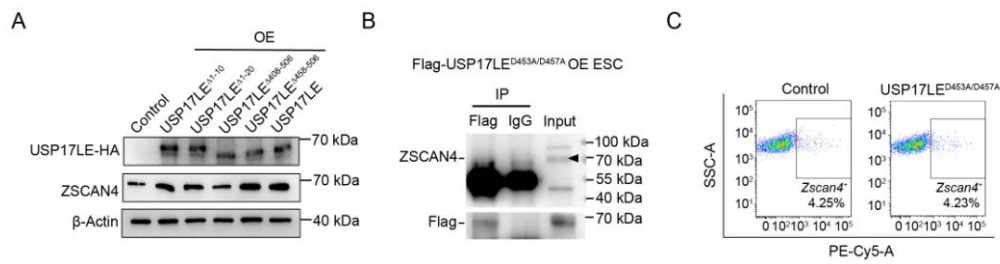

Supplementary Fig. 5 | USP17LE stabilizes ZSCAN4 through deubiquitination. **A** Western blot showing the changes of ZSCAN4 protein levels after overexpression of various truncated mutants of USP17LE (2 biological replicates). **B** Western blot showing the loss of interaction between ZSCAN4 and USP17LE^{D453/D457}. Co-IP was performed using anti-Flag antibody in USP17LE^{D453/D457} overexpressing ESCs. IgG serves as control. The black arrow head indicates the position of ZSCAN4 (3 biological replicates). **C** Flow cytometry analysis of *Zscan4*⁺ cells in control and USP17LE^{D453/D457} overexpressing *Zscan4*::tdTomato ESCs.

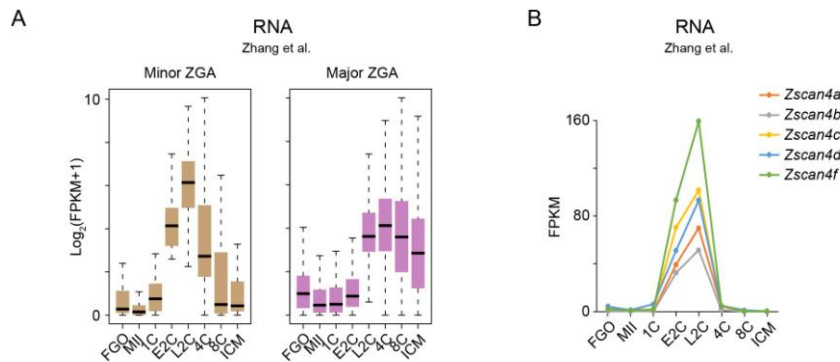

Supplementary Fig. 6 | The expression of minor and major ZGA genes during mouse pre-implantation development. A Bar chart showing the expression of minor (left) and major ZGA genes (right) in WT embryos during mouse pre-implantation development. FGO, Full-grown GV oocyte; MII, metaphase II oocyte; 1C, 1-cell; E2C, early 2-cell; L2C, late 2-cell; 4C, 4-cell; 8C, 8-cell; ICM, inner cell mass. RNA-seq data are previously published². **B** Line chart showing the expression of *Zscan4* family genes during mouse pre-implantation development. RNA-seq data are previously published².

Supplemental Tables

Supplementary Table 1 Primers for RT-qPCR.

<i>Usp17la</i> -F	AGAAGATTTAGGAGAGCCCTGCG
<i>Usp17la</i> -R	TCCTGAAGCACTTTCCCCTTTC
<i>Usp17lb</i> -F	GTGGTTGCTCTCTCCTTCCC
<i>Usp17lb</i> -R	TCCTCTACCACCTGGGCTTC
<i>Usp17lc</i> -F	CAAAGCCAGACATGGGGCAT
<i>Usp17lc</i> -R	GCACATAGGCATTCTCATTGAGG
<i>Usp17ld</i> -F	CCTGCCCAGATCCATAGCAA
<i>Usp17ld</i> -R	GTGAGGAGCCTGTCAGCATT
<i>Usp17le</i> -F	TCCTTCCCAGAAGAGACTGGA
<i>Usp17le</i> -R	AGCAACCACCATGTCTCCAA
<i>Zscan4</i> -F	AAATGCCTTATGTCTGTTCCCTATG
<i>Zscan4</i> -R	TGTGGTAATTCCTCAGGTGACGAT
<i>Tcstv1</i> -F	TGAACCCTGATGCCTGCTAAGACT
<i>Tcstv1</i> -R	AGATGGCTGCAAAGACACAAGTGC
<i>Tcstv3</i> -F	AGAAAGGGCTGGAAGTTGTGACCT
<i>Tcstv3</i> -R	AAAGCTCTTTGAAGCCATGCCCAG

Supplementary Table 2 Primers for gene overexpression experiments.

<i>Usp17la</i> -Nhe1-F	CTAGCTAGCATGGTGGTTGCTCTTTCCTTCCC
<i>Usp17la</i> -Not1-R	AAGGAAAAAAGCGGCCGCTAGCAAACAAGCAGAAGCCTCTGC
<i>Usp17lb</i> -Nhe1-F	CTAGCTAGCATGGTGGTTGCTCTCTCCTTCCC
<i>Usp17lb</i> -Not1-R	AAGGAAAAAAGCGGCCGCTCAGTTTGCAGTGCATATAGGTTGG
<i>Usp17lc</i> -Nhe1-F	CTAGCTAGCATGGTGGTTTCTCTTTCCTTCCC
<i>Usp17lc</i> -Not1-R	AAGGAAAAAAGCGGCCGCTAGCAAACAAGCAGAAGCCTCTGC
<i>Usp17ld</i> -Nhe1-F	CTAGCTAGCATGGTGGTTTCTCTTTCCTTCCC
<i>Usp17ld</i> -Not1-R	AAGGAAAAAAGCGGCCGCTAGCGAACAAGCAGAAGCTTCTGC

<i>Usp17le</i> -Nhe1-F	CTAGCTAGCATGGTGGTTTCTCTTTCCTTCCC
<i>Usp17le</i> -Not1-R	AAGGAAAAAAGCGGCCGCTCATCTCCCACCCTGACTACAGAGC
<i>Usp17le</i> -IVT-F	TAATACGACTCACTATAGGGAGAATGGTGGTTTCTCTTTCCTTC
<i>Usp17le</i> -IVT-R	CC<br>TCATCTCCCACCCTGACTACAGAGC

Supplementary Table 3 Primers for *Usp17l* mutation experiments.

USP17LE ^{D453/457} -F	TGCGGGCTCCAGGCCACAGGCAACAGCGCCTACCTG<br>AACGCAGCCCTGCA
USP17LE ^{D453/457} -R	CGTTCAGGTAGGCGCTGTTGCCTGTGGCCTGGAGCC<br>CGCATCCTGGTCCT
USP17LE ^{Δ1-10} -Nhe1-F	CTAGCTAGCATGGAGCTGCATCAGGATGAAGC
USP17LE ^{Δ1-10} -Not1-R	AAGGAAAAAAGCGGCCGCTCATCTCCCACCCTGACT<br>ACAGAGC
USP17LE ^{Δ1-20} -Nhe1-F	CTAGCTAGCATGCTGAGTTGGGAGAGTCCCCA
USP17LE ^{Δ1-20} -Not1-R	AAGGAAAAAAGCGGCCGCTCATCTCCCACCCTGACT<br>ACAGAGC
USP17LE ^{Δ407-506} -Nhe1-F	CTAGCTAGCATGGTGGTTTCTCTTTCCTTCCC
USP17LE ^{Δ407-506} -Not1-R	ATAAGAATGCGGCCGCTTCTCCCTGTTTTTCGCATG
USP17LE ^{Δ458-506} -Nhe1-F	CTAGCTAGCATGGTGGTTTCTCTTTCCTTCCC
USP17LE ^{Δ458-506} -Not1-R	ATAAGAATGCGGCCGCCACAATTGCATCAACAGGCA

Supplementary Table 4 Primers for combining pA-Tn5 adapter.

Primer A	5'-phos-CTGTCTCTTATACACATCT-NH ₂ -3'
Primer B	5'-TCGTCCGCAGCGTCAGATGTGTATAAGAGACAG-3'
Primer C	5'-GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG-3'

Supplementary References

1. Shin JM, Yoo KJ, Kim MS, Kim D, Baek KH. Hyaluronan- and RNA-binding deubiquitinating enzymes of USP17 family members associated with cell viability. *BMC Genomics* **7**, 292 (2006).
2. Zhang B, *et al.* Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. *Nature* **537**, 553-557 (2016).

# Supplementary material for: USP17L promotes the 2-cell-like program through deubiquitination of H2AK119ub1 and ZSCAN4
**Source:** Nat Commun. 2025 Aug 1;16:7071. doi: 10.1038/s41467-025-62303-x
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Public datasets were used in this paper as described and cited in the figure legend section.<br>Sequencing was performed using Illumina Hi-seq XTen or DNBSEQ-T7 platform.<br>Immunofluorescence were acquired by Zeiss Axio Imager Z1 or Zeiss LSM710.
Data analysis	No custom software was used in this study.<br>Sequencing data were analyzed as described in the Methods section. Tools and softwares used in this study are as follows:<br><br>bowtie2: https://bowtie-bio.sourceforge.net/bowtie2<br>SAMtools: https://sourceforge.net/projects/samtools<br>deeptools: https://deeptools.readthedocs.io/en/develop/<br>IGVbrowser: https://igv.org<br>Hisat2: http://daehwankimlab.github.io/hisat2/<br>Featurecounts: https://subread.sourceforge.net/featureCounts.html<br>DEseq2: https://bioconductor.org/packages/release/bioc/html/DESeq2.html<br>Genome: ftp://hgdownload.soe.ucsc.edu/goldenPath/mm10/

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data generated in this study have been deposited to NCBI GEO and are publicly available. The accession numbers for RNA-seq data are GSE223067 (Usp17I KD mESCs), GSE234366 (Usp17le OE mESCs), GSE277982 (WT/Dux KD/Dux KD-Usp17le OE/Usp17le OE/ Usp17le OE-Dux KD mESCs), and GSE282420 (Usp17I KD and Usp17le OE late 2C embryos). The accession number for CUT&Tag data is GSE224711. The accession number for STAR ChIP-seq, Stacc-seq, and CUT&RUN data is GSE282421. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	None
Reporting on race, ethnicity, or other socially relevant groupings	None
Population characteristics	None
Recruitment	None
Ethics oversight	None

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample sizes.
Data exclusions	No data was excluded from the analysis.
Replication	Experimental findings were reliably reproduced. Experimental replication was attempted for all datasets/figures shown.
Randomization	Experimental materials were not divided into random subgroups. Most comparisons were done between WT and mutants.
Blinding	Not applicable since there was no specific grouping.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

H3K9me2: Abcam (ab12220); Nanog: Abcam (ab80892); H3K27me3: Millipore (07-449); H3K27me3: CST (9733s); H3K9me3: Abcam (ab8898); H3K9me3: Active motif (39161); H4K20me3: Millipore (07-463-S); H2AK119ub1: CST(8240S); Zscan4: Millipore (AB4340); Oct4: Santa Cruz (sc-5279); β -Actin: Abclonal (AC026); Anti-Ubiquitin: Abcam (ab140601); Flag: SIGMA (F1804-50UG); AlexaFluor® 594 Goat Anti-Rabbit IgG: Life (A-11037); AlexaFluor® 594 Goat Anti-Mouse IgG: Life (A-11005); AlexaFluor® 594 Donkey anti-Goat IgG: Life (A-11058); AlexaFluor® 488 Donkey anti-Rabbit IgG: Life (A-21206); AlexaFluor® 488 Donkey anti-Mouse IgG: Life (A-21202); FITC Goat anti-Mouse IgG (H+L): Jackson (115-095-003).TRF1: Abcam(ab192629-100ug)

Validation

All the antibodies used in this study were commercial antibodies and were only used for applications, with validation procedures described on the following sites of the manufacturers and relevant citations:

Rabbit anti-H2AK119ub1: <https://www.cellsignal.com/products/primary-antibodies/ubiquityl-histone-h2a-lys119-d27c4-xp-rabbit-mab/8240>

Mouse anti-H3K27me3: <https://www.cellsignal.cn/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733>

mouse anti-FLAG: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804>

mouse anti-OCT4: <https://www.scbt.com/p/oct-3-4-antibody-c-10>

rabbit anti-HA: extension: <https://idghocbbahafpfhjnfbfbmpeghmmp/assets/pdf/web/viewer.html?file=https%3A%2F%2Fstream.yeasen.com%2Fyshop%2F6391b1899932e9f46b8590df.pdf>

rabbit anti-ACTIN: extension: <https://idghocbbahafpfhjnfbfbmpeghmmp/assets/pdf/web/viewer.html?file=https%3A%2F%2Ffabclonal.com.cn%2Fdatasheet%2FAntibodies%2FAC026.pdf%3Fv%3D1703639961>

rabbit anti-H3K9me2: <https://www.abcam.cn/products/primary-antibodies/histone-h3-di-methyl-k9-antibody-mabcam-1220-chip-grade-ab1220.html>

rabbit anti-H3K9me3: <https://www.abcam.cn/products/primary-antibodies/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>

rabbit anti-H3K27me3: <https://www.sigmaaldrich.cn/CN/zh/product/mm/07449>

rabbit anti-H3K4me: <https://www.abcam.cn/products/primary-antibodies/histone-h3-mono-methyl-k4-antibody-erp16597-chip-grade-ab176877.html>

rabbit anti-H4K20me3: <https://www.sigmaaldrich.cn/CN/zh/product/mm/07463s>

rabbit anti-Nanog: <https://www.abcam.cn/products/primary-antibodies/nanog-antibody-ab80892.html>

goat anti-mouse HRP: <https://www.abways.cn/ProductsStd/AB0102.html>

goat anti-rabbit HRP: <https://www.abways.com/ProductsStd/AB0101.html>

Rabbit anti-ZSCAN: https://www.merckmillipore.com/CN/zh/product/Anti-Zscan4-Antibody,MM_NF-AB4340

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

All cell lines were established in our lab and information provided in Methods section.

Authentication

Pluripotency and naïve markers were expressed in our mouse mES cells validated by RNA-seq.

Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination

Commonly misidentified lines
(See [ICLAC](#) register)

None

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

WT C57BL/6J female mice (4 weeks), from Vital River;

PWK/PhJ males (6-12 weeks), from Jackson Laboratory.

All mice were housed in a Specific Pathogen Free (SPF) facility with individually ventilated cages. The room has controlled temperature (20-22°C), humidity (30%-70%) and light (12 hour light-dark cycle). Mice were provided ad libitum access to a regular

rodent chow diet.

All animal maintenance and experimental procedures used in current study were carried out according to guidelines of Institutional Animal Care and Use Committee (IACUC) of Tsinghua University, Beijing, China.

Wild animals

This study did not involve wild animals.

Reporting on sex

Sex was not considered in experiment design.

Field-collected samples

All animal maintenance and experimental procedures used in current study were carried out according to guidelines of Institutional Animal Care and Use Committee (IACUC) of Tsinghua University, Beijing, China.

Ethics oversight

All animal maintenance and experimental procedures were carried out according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Tsinghua University, Beijing, China.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

None

Novel plant genotypes

None

Authentication

None

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

GSE224711 (secure token: idgrqcmphkxvip)

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE224711>

GSE282421 (secure token: qzyjicasrdanbmp)

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282421>

Files in database submission

Control-H2AK119ub_1_1.fastq.gz.gz
Control-H2AK119ub_1_2.fastq.gz.gz
Control-H2AK119ub_2_1.fastq.gz.gz
Control-H2AK119ub_2_2.fastq.gz.gz
KD9-H2AK119ub_1_1.fastq.gz.gz
KD9-H2AK119ub_1_2.fastq.gz.gz
KD9-H2AK119ub_2_1.fastq.gz.gz
KD9-H2AK119ub_2_2.fastq.gz.gz
Control-H3K27me3_1_1.fastq.gz.gz
Control-H3K27me3_1_2.fastq.gz.gz
KD9-H3K27me3_1_1.fastq.gz.gz
KD9-H3K27me3_1_2.fastq.gz.gz
KD9-H3K27me3_2_1.fastq.gz.gz
KD9-H3K27me3_2_2.fastq.gz.gz
Ctrl_L2C_H2AK119ub1_rep1_r1.fq.gz
Ctrl_L2C_H2AK119ub1_rep1_r2.fq.gz
Ctrl_L2C_H2AK119ub1_rep2_r1.fq.gz
Ctrl_L2C_H2AK119ub1_rep2_r2.fq.gz
Usp17le_OE_L2C_H2AK119ub1_rep1_r1.fq.gz
Usp17le_OE_L2C_H2AK119ub1_rep1_r2.fq.gz
Usp17le_OE_L2C_H2AK119ub1_rep2_r1.fq.gz
Usp17le_OE_L2C_H2AK119ub1_rep2_r2.fq.gz
Usp17l_KD_L2C_H2AK119ub1_rep1_r1.fq.gz
Usp17l_KD_L2C_H2AK119ub1_rep1_r2.fq.gz
Usp17l_KD_L2C_H2AK119ub1_rep2_r1.fq.gz
Usp17l_KD_L2C_H2AK119ub1_rep2_r2.fq.gz
Ctrl_L2C_H3K27me3_rep1_r1.fq.gz

Ctrl_L2C_H3K27me3_rep1_r2.fq.gz
 Ctrl_L2C_H3K27me3_rep2_r1.fq.gz
 Ctrl_L2C_H3K27me3_rep2_r2.fq.gz
 Usp17le_OE_L2C_H3K27me3_rep1_r1.fq.gz
 Usp17le_OE_L2C_H3K27me3_rep1_r2.fq.gz
 Usp17le_OE_L2C_H3K27me3_rep2_r1.fq.gz
 Usp17le_OE_L2C_H3K27me3_rep2_r2.fq.gz
 Usp17l_KD_L2C_H3K27me3_rep1_r1.fq.gz
 Usp17l_KD_L2C_H3K27me3_rep1_r2.fq.gz
 Usp17l_KD_L2C_H3K27me3_rep2_r1.fq.gz
 Usp17l_KD_L2C_H3K27me3_rep2_r2.fq.gz
 WT_H3K9me3_rep1_r1.fq.gz
 WT_H3K9me3_rep1_r2.fq.gz
 WT_H3K9me3_rep2_r1.fq.gz
 WT_H3K9me3_rep2_r2.fq.gz
 Usp17l_KD4_H3K9me3_rep1_r1.fq.gz
 Usp17l_KD4_H3K9me3_rep1_r2.fq.gz
 Usp17l_KD4_H3K9me3_rep2_r1.fq.gz
 Usp17l_KD4_H3K9me3_rep2_r2.fq.gz
 Usp17l_KD9_H3K9me3_rep1_r1.fq.gz
 Usp17l_KD9_H3K9me3_rep1_r2.fq.gz
 Usp17l_KD9_H3K9me3_rep2_r1.fq.gz
 Usp17l_KD9_H3K9me3_rep2_r2.fq.gz

Control_1_H2AK119ub.bw
 Control_2_H2AK119ub.bw
 KD9_1_H2AK119ub.bw
 KD9_2_H2AK119ub.bw
 Control_1_H3K27me3.bw
 KD9_1_H3K27me3.bw
 KD9_2_H3K27me3.bw
 Ctrl_L2C_H2AK119ub1_rep1_reads_count.bw
 Ctrl_L2C_H2AK119ub1_rep2_reads_count.bw
 Usp17le_OE_L2C_H2AK119ub1_rep1_reads_count.bw
 Usp17le_OE_L2C_H2AK119ub1_rep2_reads_count.bw
 Usp17l_KD_L2C_H2AK119ub1_rep1_reads_count.bw
 Usp17l_KD_L2C_H2AK119ub1_rep2_reads_count.bw
 Ctrl_L2C_H3K27me3_rep1_reads_count.bw
 Ctrl_L2C_H3K27me3_rep2_reads_count.bw
 Usp17le_OE_L2C_H3K27me3_rep1_reads_count.bw
 Usp17le_OE_L2C_H3K27me3_rep2_reads_count.bw
 Usp17l_KD_L2C_H3K27me3_rep1_reads_count.bw
 Usp17l_KD_L2C_H3K27me3_rep2_reads_count.bw
 WT_H3K9me3_rep1_reads_count.bw
 WT_H3K9me3_rep2_reads_count.bw
 Usp17l_KD4_H3K9me3_rep1_reads_count.bw
 Usp17l_KD4_H3K9me3_rep2_reads_count.bw
 Usp17l_KD9_H3K9me3_rep1_reads_count.bw
 Usp17l_KD9_H3K9me3_rep2_reads_count.bw

Genome browser session
(e.g. [UCSC](#))

None

Methodology

Replicates	Sample sizes for 2 biological replicates including all embryos and cell line CUT&Tag, STAR ChIP-seq, Stacc, and CUT&RUN in this study were used according to common practice in the field. The replicates were included in GEO accession GSE224711 and GSE282421.
Sequencing depth	Varies in different samples and can be checked at GEO accession
Antibodies	H3K9me3 (Active motif, 39161), H2AK119ub1 (CST, 8240S), H3K27me3 (Millipore, 07-449 for Cut&Tag; CST, 9733s for CUT&RUN)
Peak calling parameters	Our goal is to analysis the binding of the H2AK119ub/ H3K27me3 antibody on the set of genes without the call peaks step.
Data quality	Reads with a Phred quality score of <20 were removed. Non-unique reads were removed by SAMtools. Quality were accessed bydeeptools and UCSC Genome Browser.
Software	Bowtie2 v2.3.5, samtools v1.3.1, deepTools v3.3.1

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Information provided in Methods section. Cells prepared to perform Flow Cytometry are labeled by Tdtomato. After being washed in PBS supplemented with 0.1% BSA, the cells were directly sorted and analyzed on a Flow Cytometer.

Instrument

BD Aria III

Software

BD FACSDiva acquisition software, FlowJo.

Cell population abundance

The abundance of the relevant cell populations, determined by testing the sorted cells again by FACS, reached >80%.

Gating strategy

Side-scatter area (SSC-A) versus forward-scatter area (FSC-A) and FSC-A versus forward-scatter width and profiles used to discard doublets and capture singlets.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: USP17L promotes the 2-cell-like program through deubiquitination of H2AK119ub1 and ZSCAN4
**Source:** Nat Commun. 2025 Aug 1;16:7071. doi: 10.1038/s41467-025-62303-x

Figure 1F. USP17L was detected in USP17L knock-down cell lines

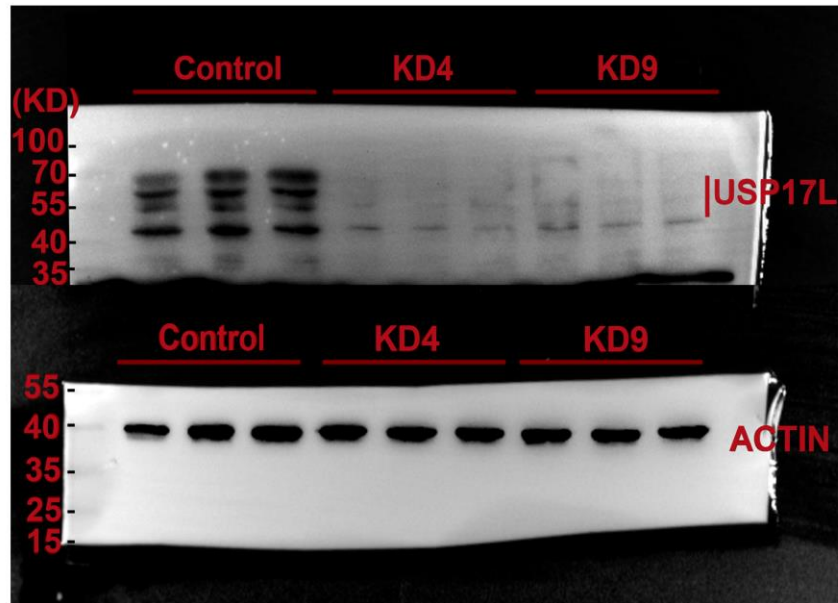

Figure 3A. Histone modifications were detected in USP17L knock-down cell lines

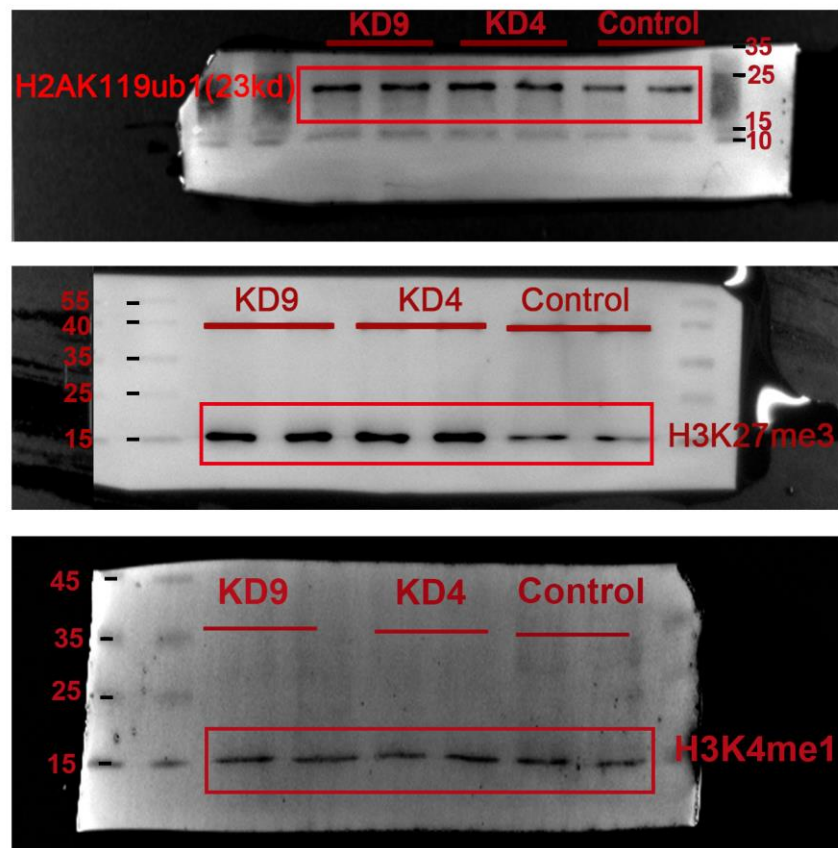

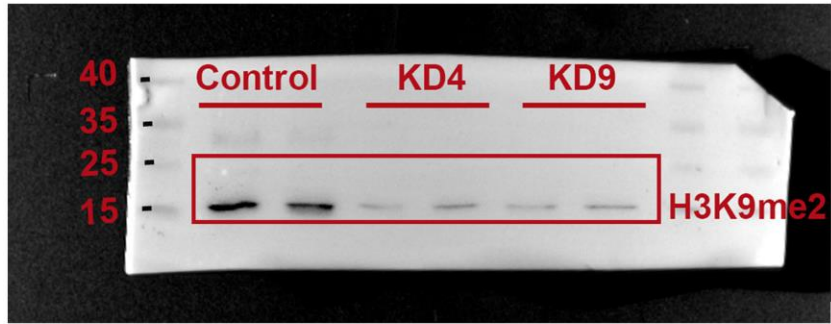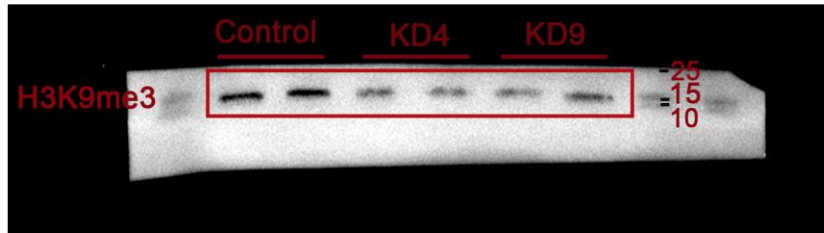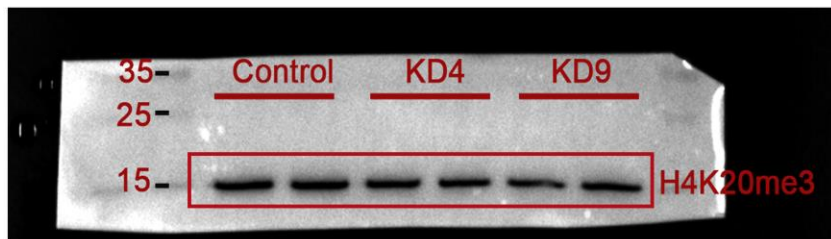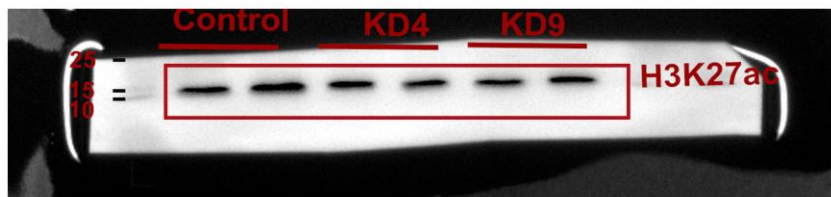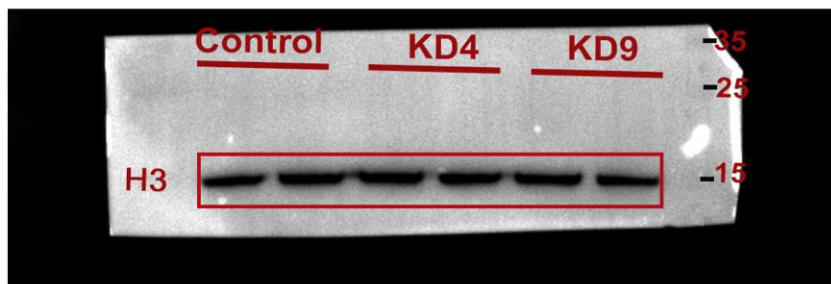

Figure 3B. USP17LE regulates H2AK119ub1 deubiquitination

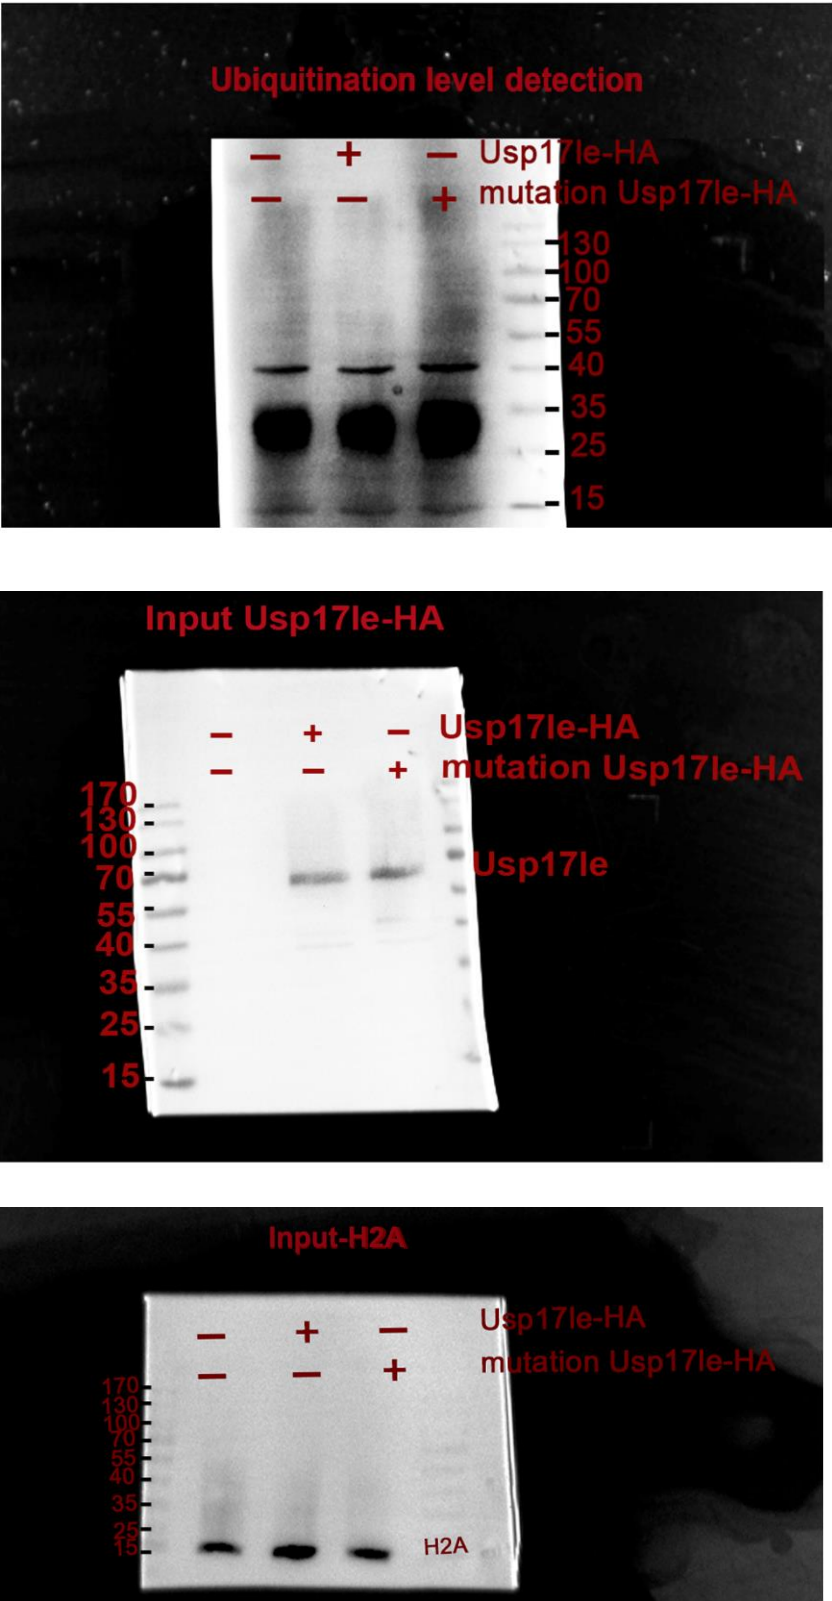

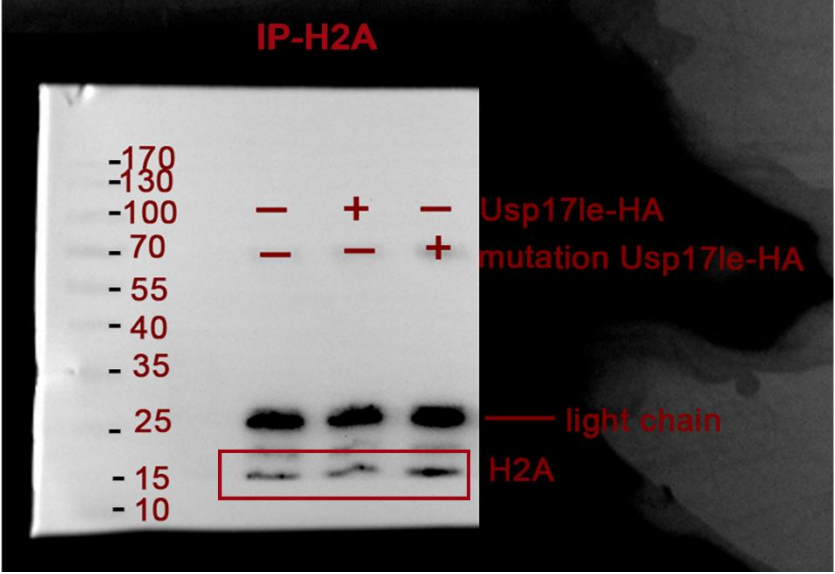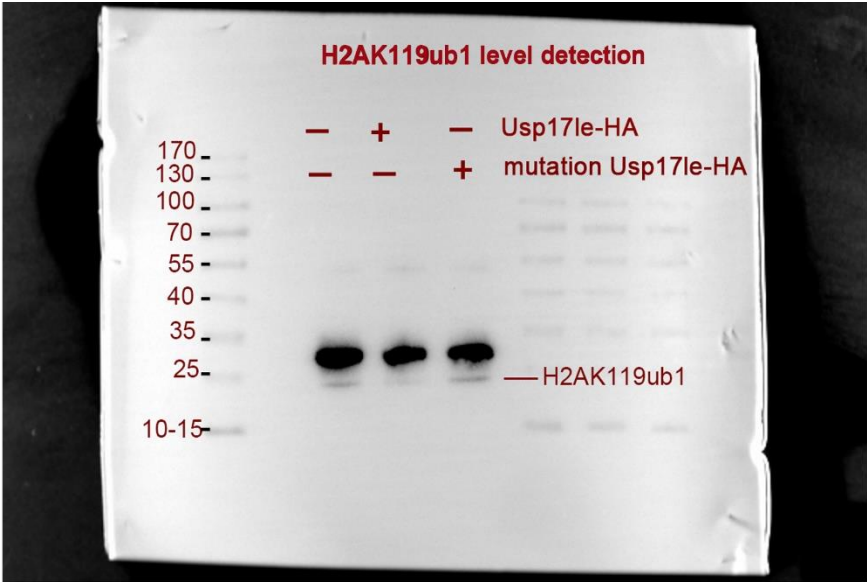

Figure 3D. Overexpression of USP17LE can reduce H2AK119ub1 and H3K27me3

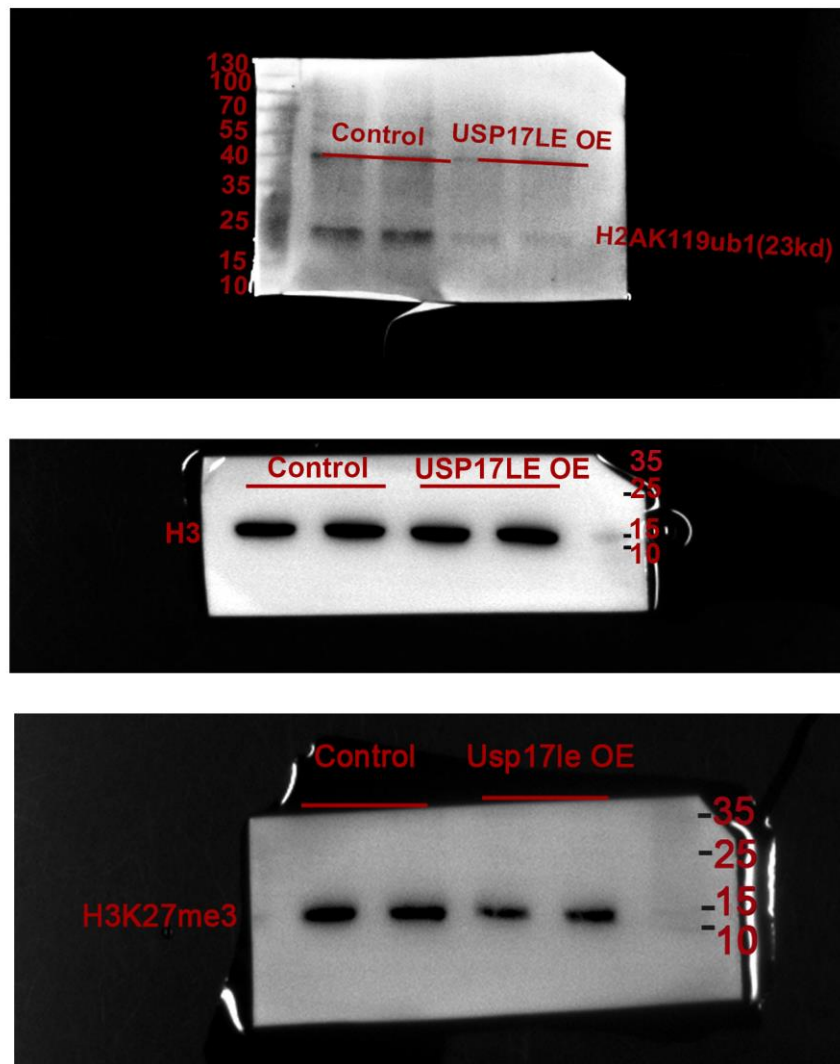

Figure 3F. H2AK119ub1 was detected in Zscan4+ and Zscan4- cells

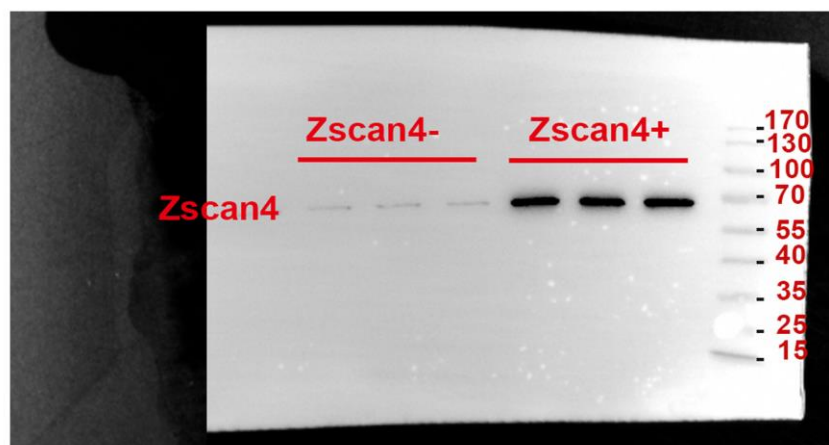

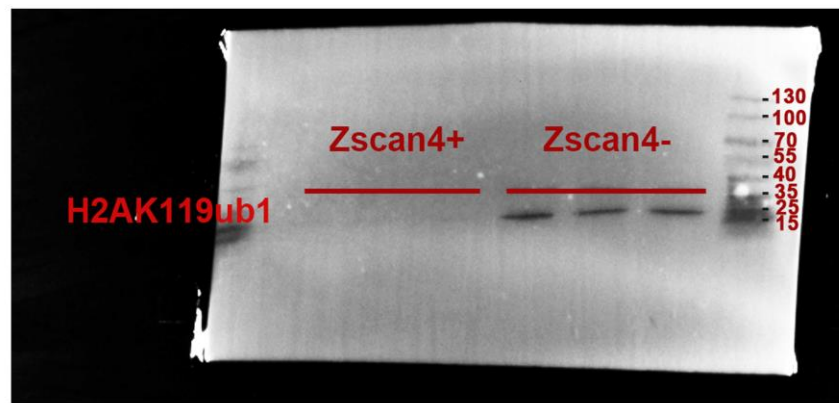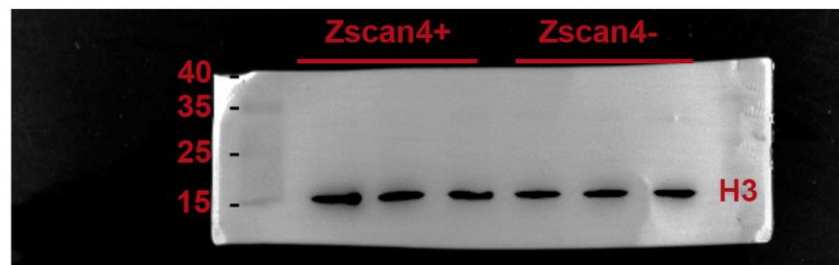

Figure 3H. PRT4165 can rescue Zscan4 in Usp17I KD cell lines

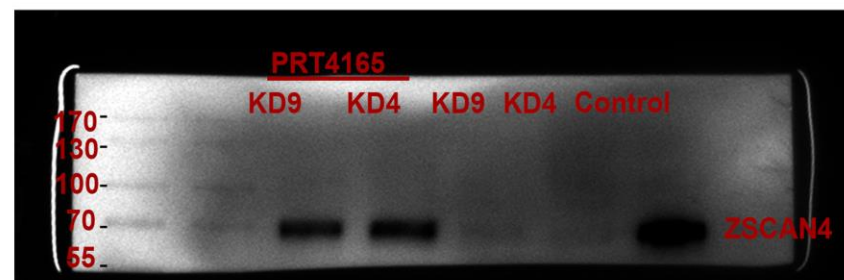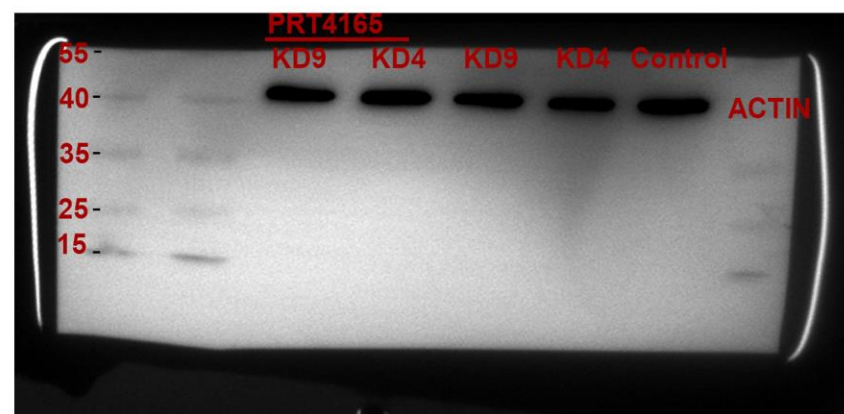

Figure 4A. MG132 prevents degradation of ZSCAN4

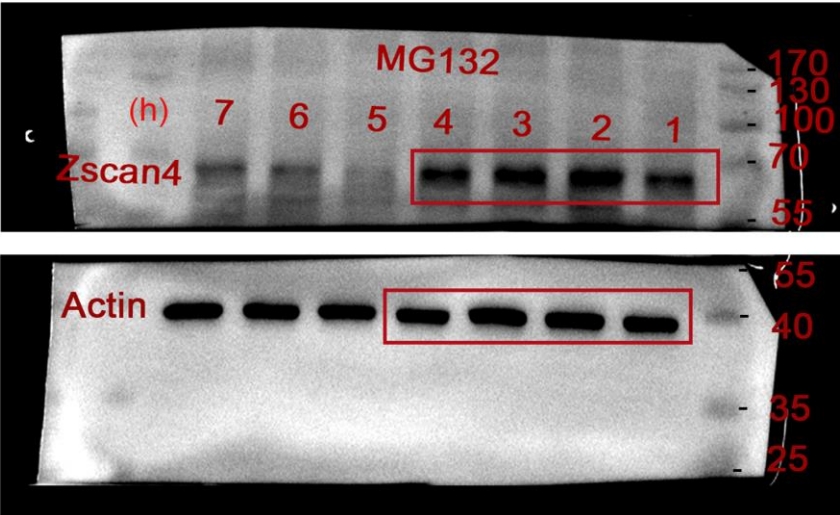

Figure 4B. USP17LE promotes ZSCAN4 expression

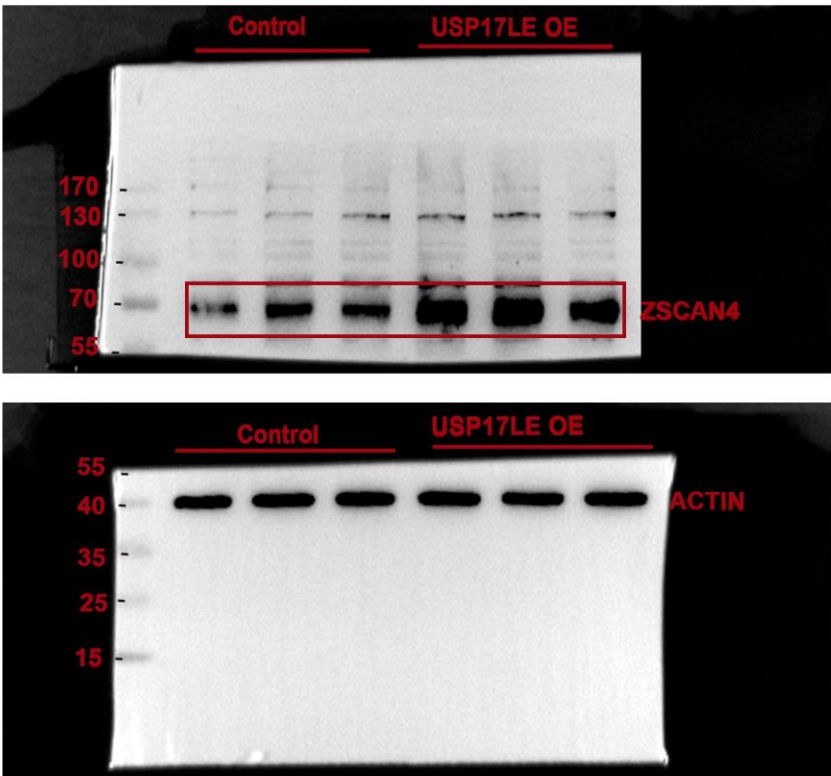

Figure 4D.Overexpression of USP17LE can prevent degradation of ZSCAN4

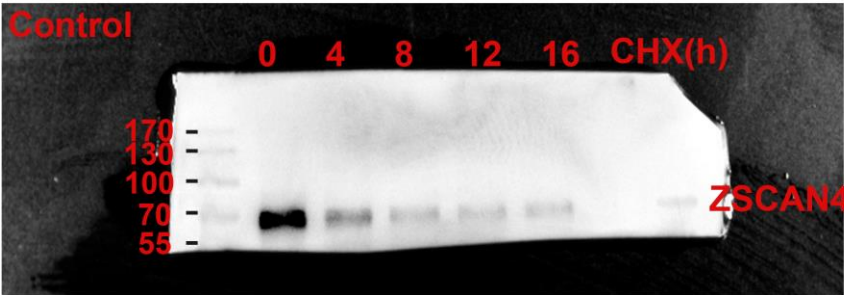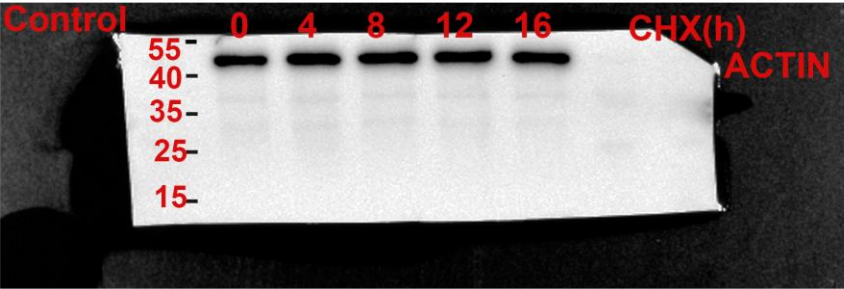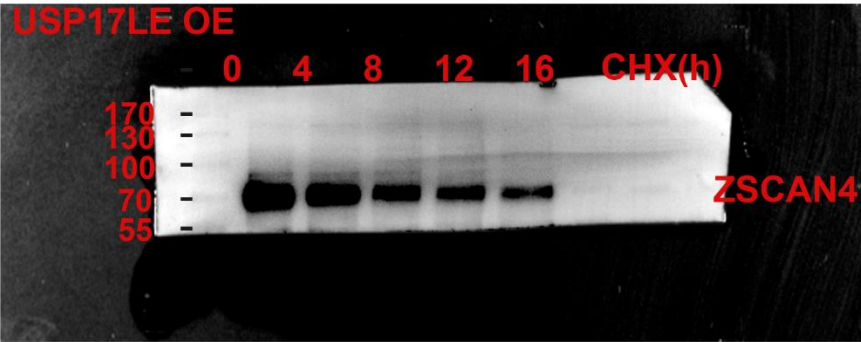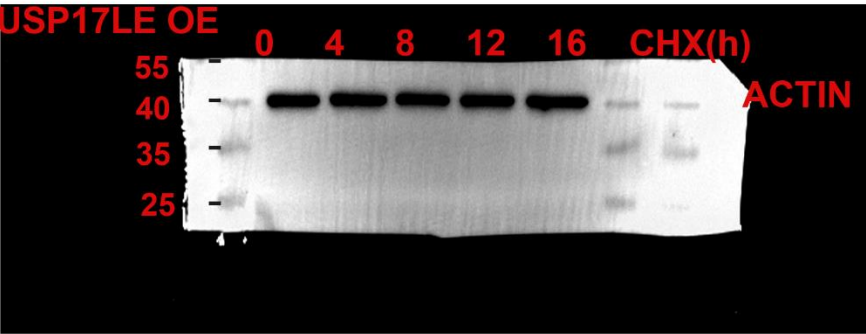

Figure 4E.USP17LE regulates the deubiquitination of ZSCAN4

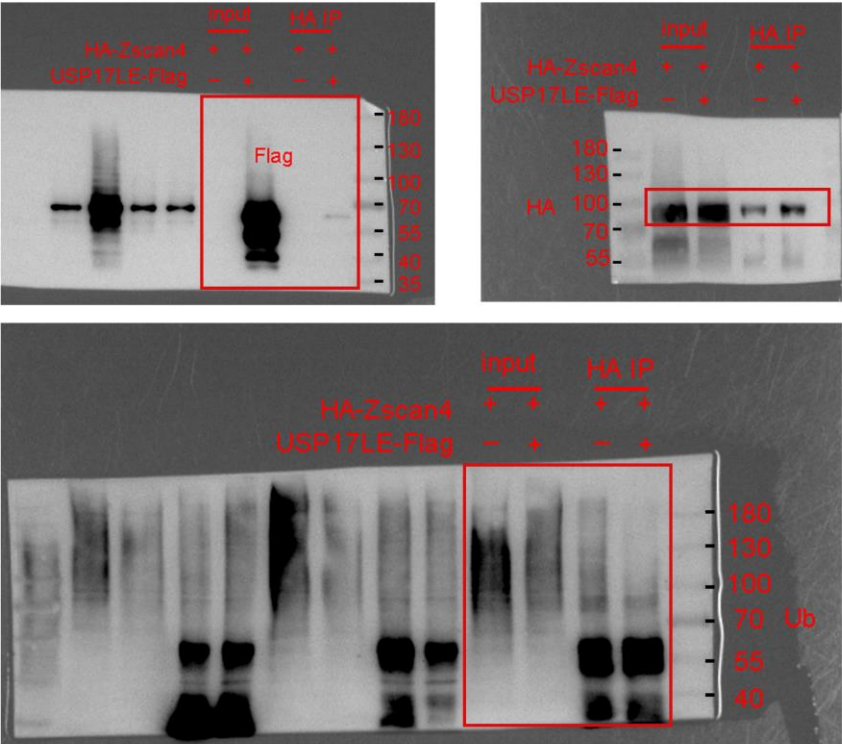

Figure 4F. The protective effect of USP17L on ZSCAN4 disappeared after mutation

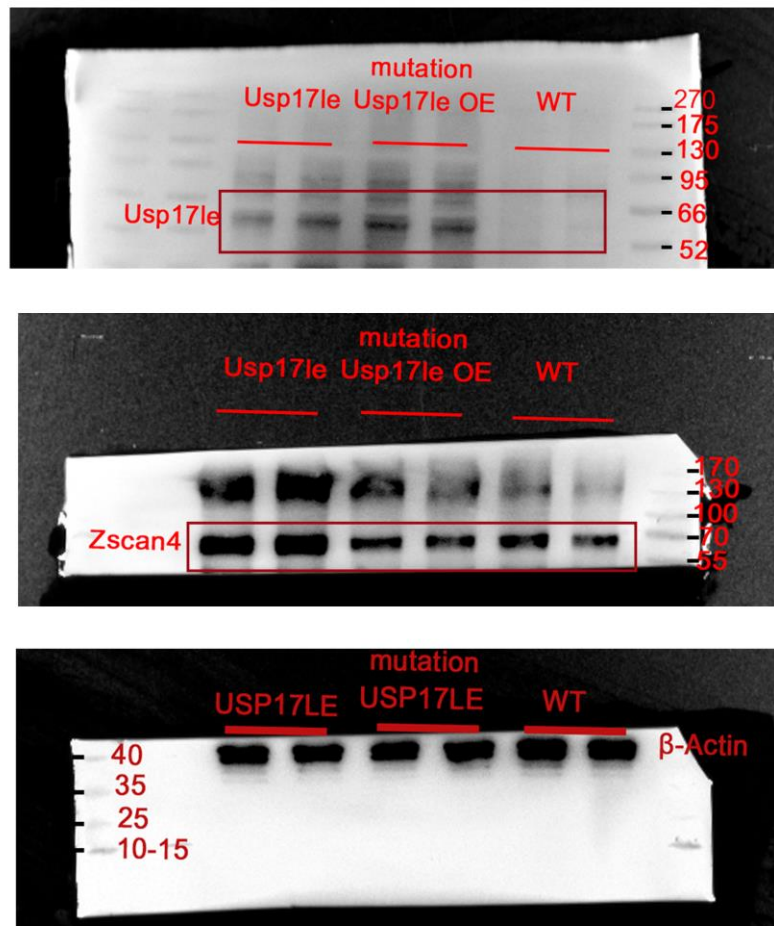

Figure 4H. The USP17L⁴⁰⁸⁻⁵⁰⁶ provides no protection to ZSCAN4

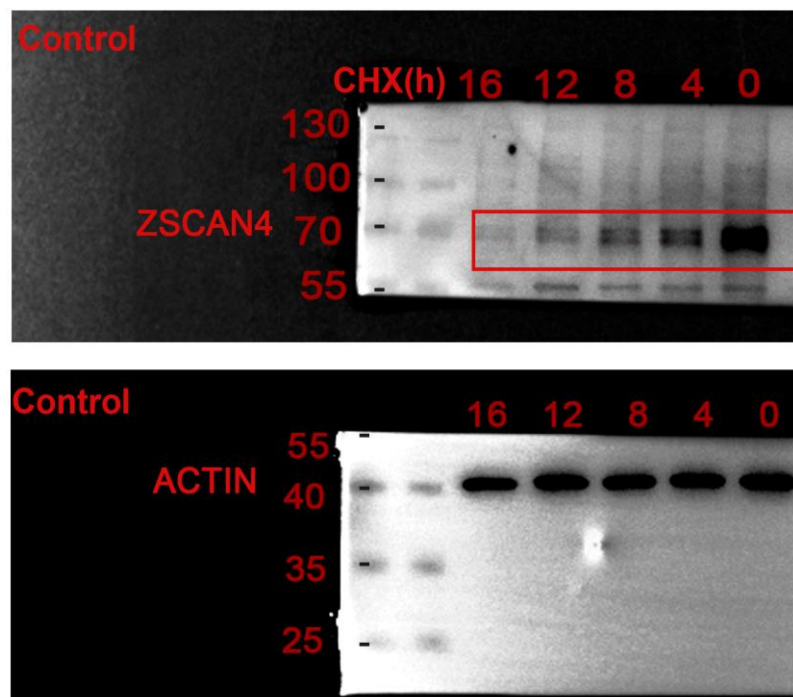

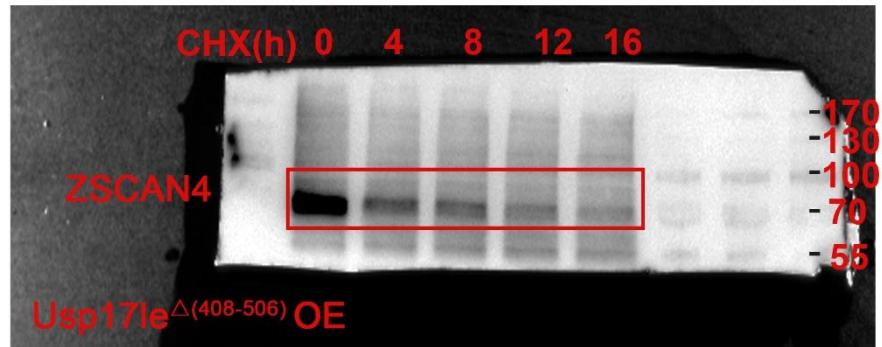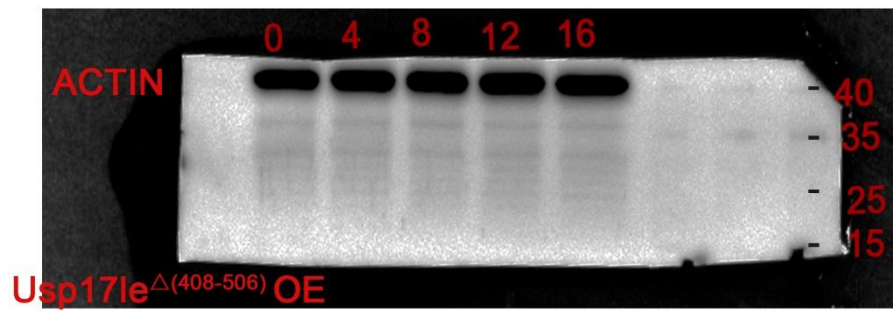

Figure 4J. USP17LE^{D453A/D457A} provides no protection to ZSCAN4

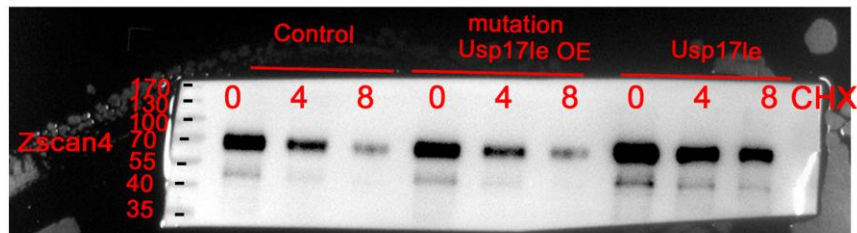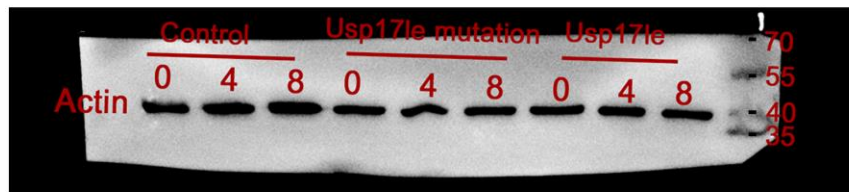

Figure 4K. The overexpression of Usp17I408-506 had no effect on ZSCAN4

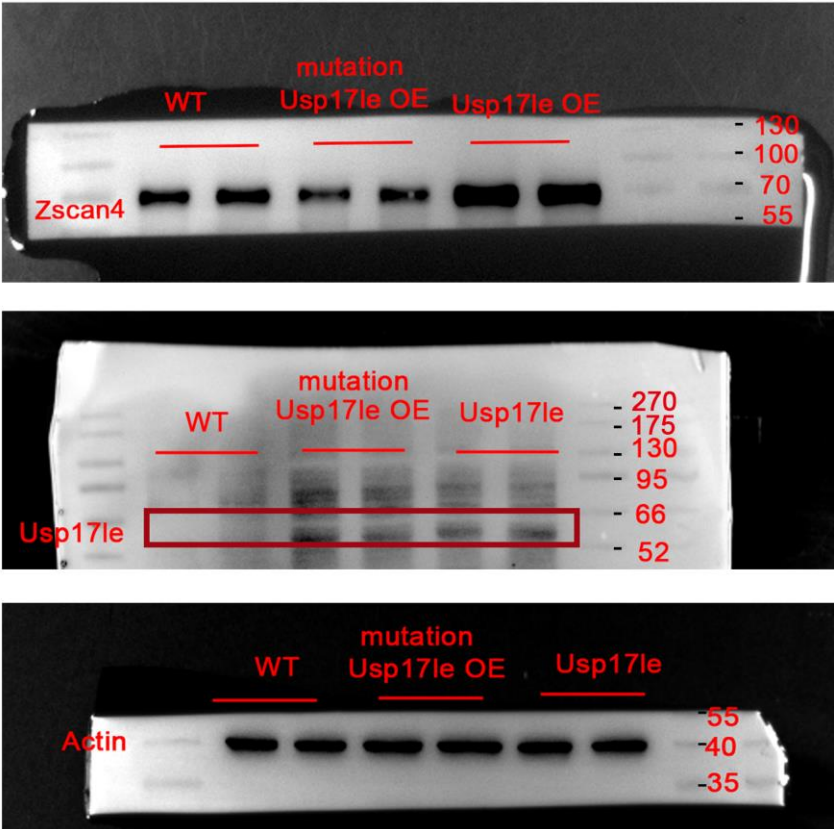

Figure S1B. USP17L was highly expressed in Zscan4+ cells

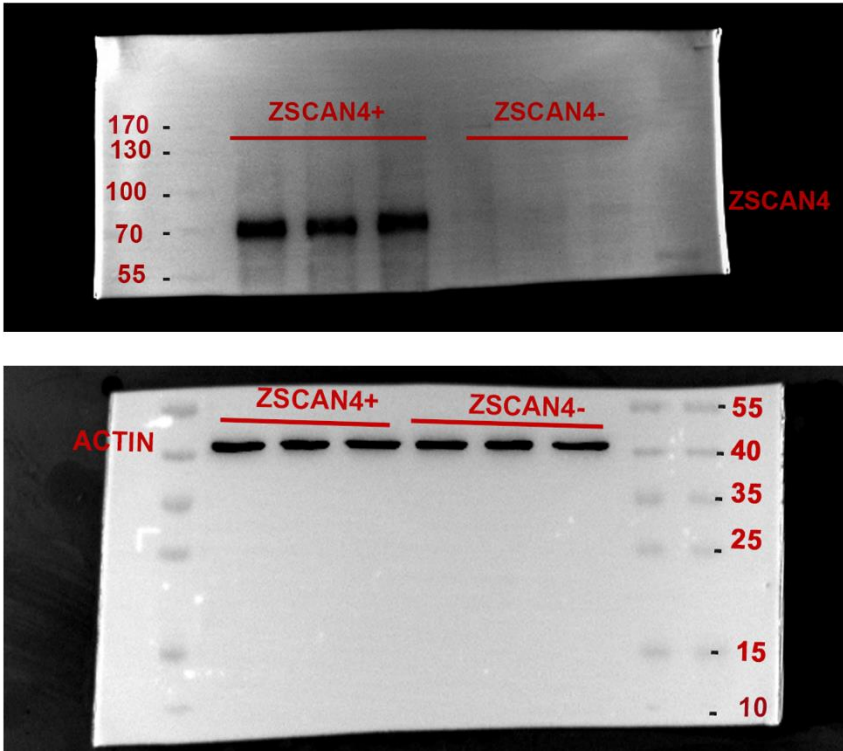

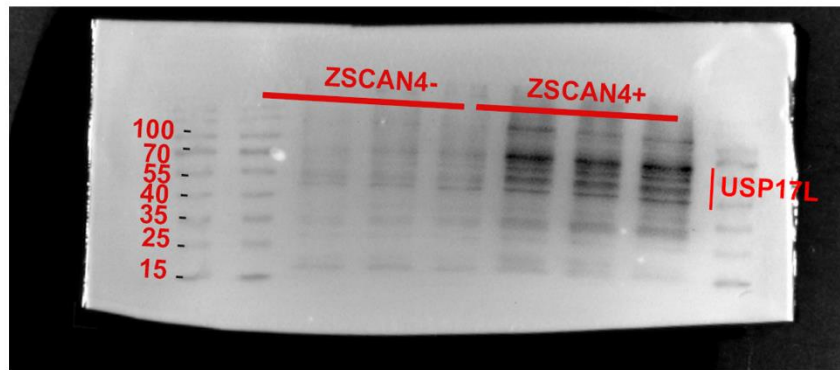

Figure S2A. Pluripotency gene increased after USP17L knockdown

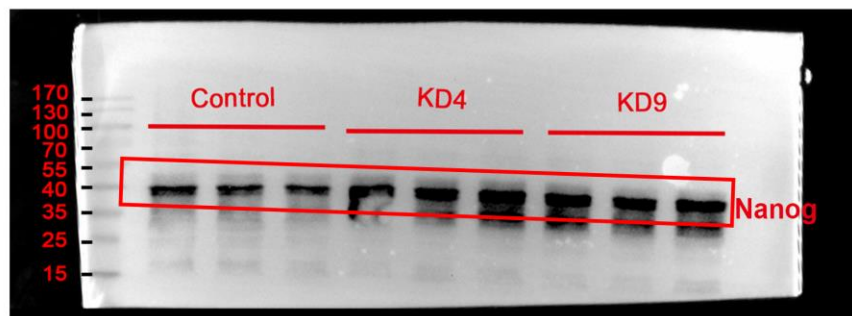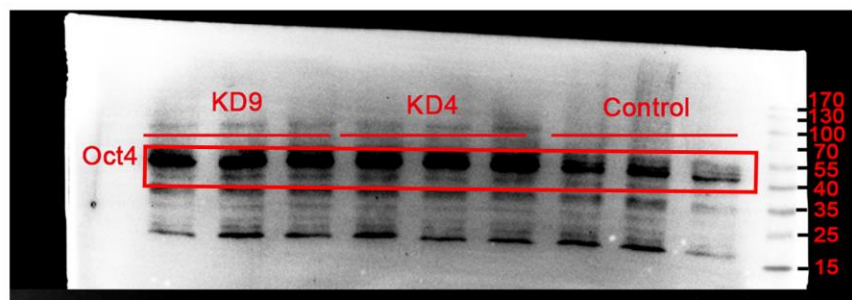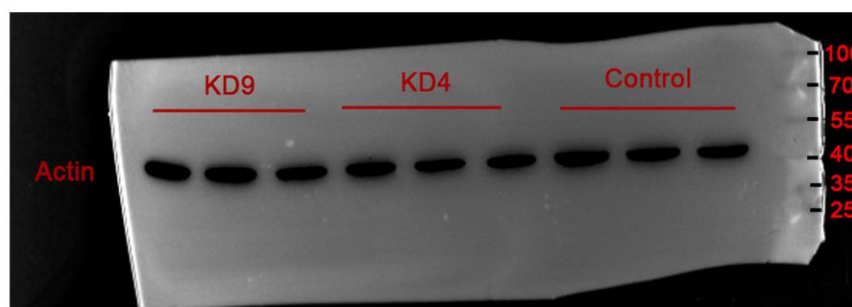

Figure S4C. PRT4165 can reduce H2AK119ub1 level

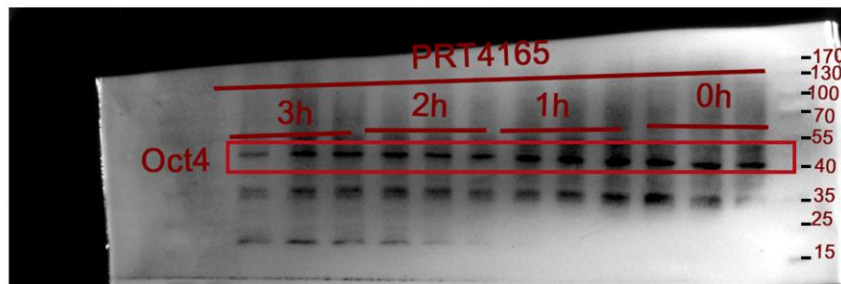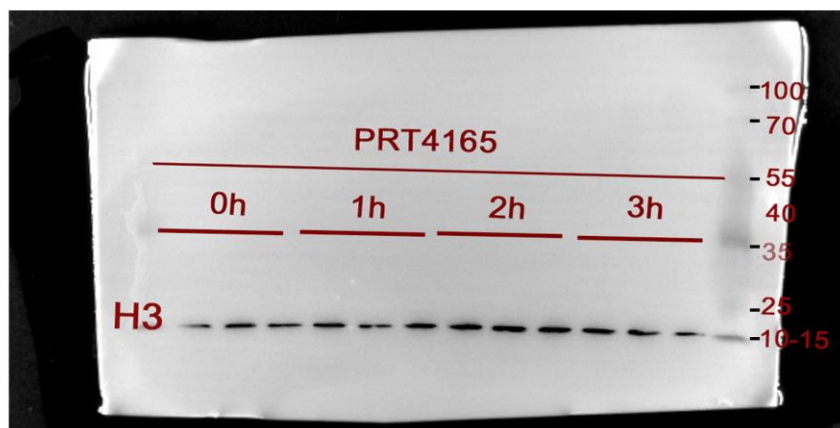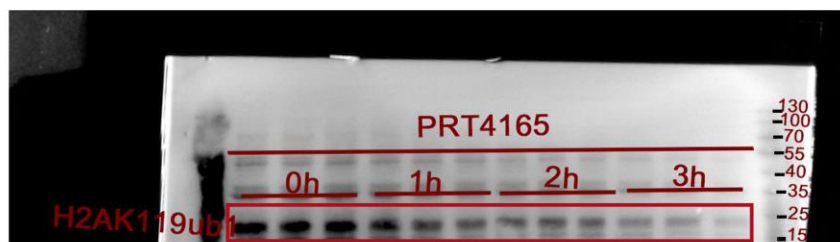

Figure S4E. ZSCAN4 is upregulated after ESCs treatment with PRT4165

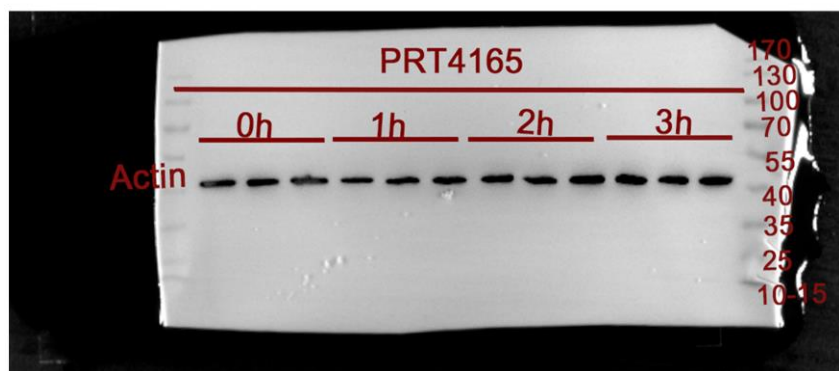

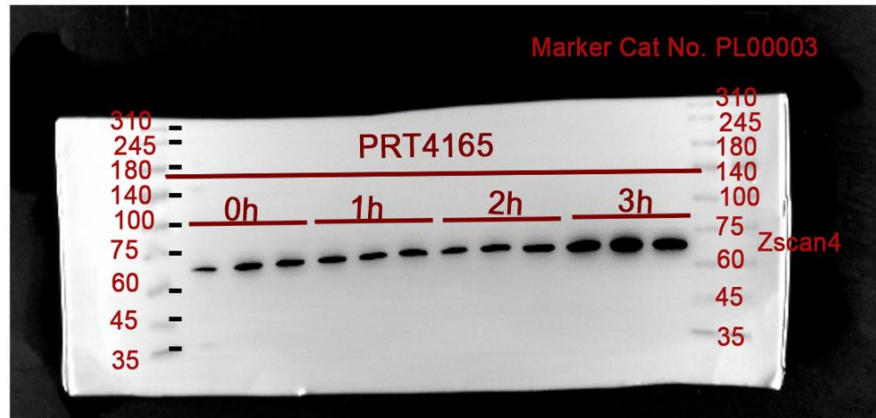

Figure S5A: Changes of Zscan4 after overexpression of Usp17l

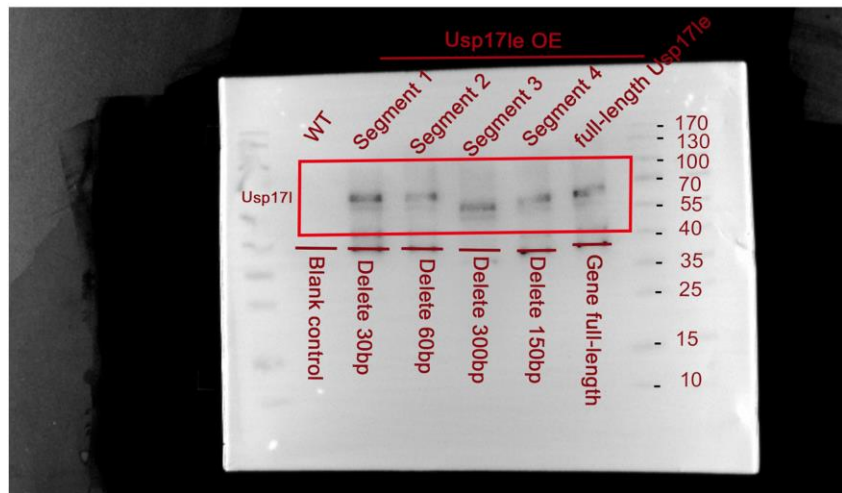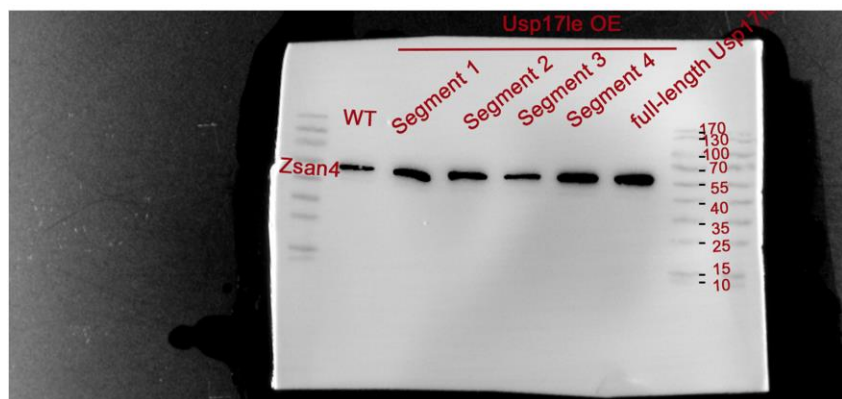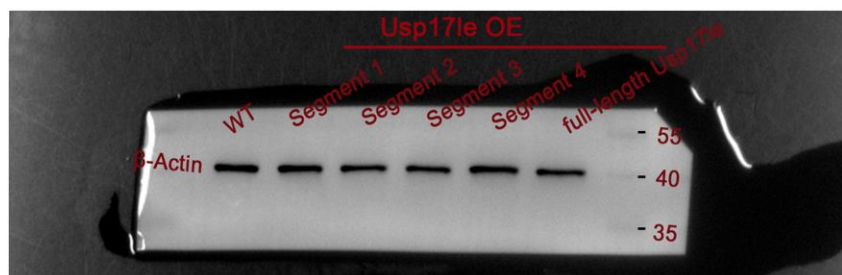

Figure S5B. USP17L^{D453A/D457A} does not interact with ZSCAN4

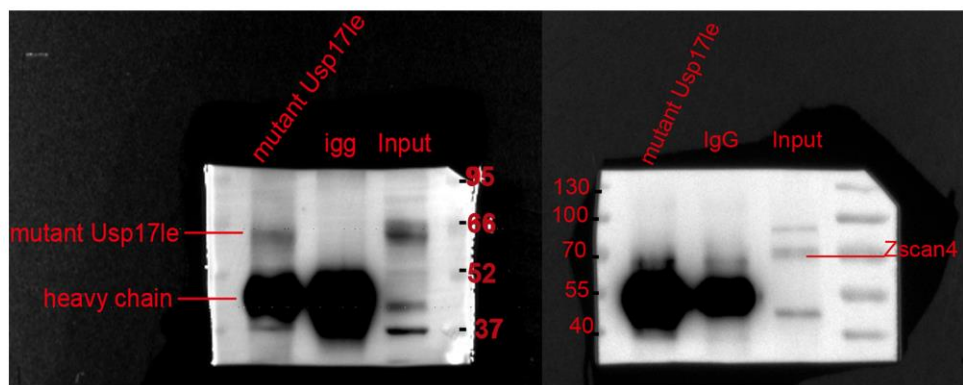

**Supplement:** Supplementary file 5 — Source Data 2

How the deposited data were processed for this re-analysis (not part of the article)

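The data are RNA-seq values from E3 mouse ESCs at passage 7, for 1 control sample with the empty vector and the Usp17l knockdown lines KD4 and KD9, with 1 labelled sample each. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2, counted uniquely mapped reads with featureCounts and deposited TPM values. The methods and the submitters' processing notes give no tool versions, and the annotation is not given in the sources used here. The methods name DESeq2, a fold change over 2 and a p-value under 0.05 for the authors' differentially expressed genes. Each column sums to 1000000, TPM keeps no depth, and so no count model was used and no interval from counts is given.

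The table holds 32545 rows, of which 800 are 0 in every column used. It has 2 columns for each knockdown line while 1 sample per line is labelled. The columns of a line were averaged and count as 1 replicate, although the paper's legends describe 2 biological replicates. The columns of KD4 had a Pearson r of 0.956 over the tested genes, and those of KD9 0.968, while KD4 and KD9 had 0.952. 1 per-sample column, a second control by its name, was not used, since the 1 labelled control sample matches the other control column; some of its values were seen before this was found, and they entered no result. 24 row names are dates and were left unmatched.

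Values were set as log2(TPM + 0.1), the pseudocount stated for Fig. 2A, over 19950 genes with a mean TPM of at least 0.5 across the 3 samples. Single lines were described by a fold change over 2, with no p-value. Knockdown was tested against control with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, 1 residual degree of freedom, 3.01 prior degrees of freedom, two-sided, Benjamini-Hochberg adjusted p under 0.05), in which the lone control is assumed to vary like the knockdown lines. The lists of genes, 29 in all, were fixed before the data were examined, and each median was set beside 10000 random lists matched on mean expression in 20 bins. The control is shared by both lines, so 1000 simulations of unchanged libraries, with the spread of each gene from the difference between KD4 and KD9, were set beside the overlaps. Tables were made with Python 3.11.15.

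On simulated values with 1 spread for all genes and 200 changed genes among 19950, limma recovered 7 of 100 genes changed by 1.5 on the log2 scale and 81 of 100 changed by 3, and called 4 of 19750 unchanged genes. The rule of a fold change over 2 in both lines recovered 62 and 100 of them and took 1232 unchanged genes. The changed genes were all picked from genes of higher expression. Recovery of genes as low as the Zscan4 family was therefore not simulated.

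The named genes are those the paper names for the knockdown RNA-seq, whose values in the paper were seen, the 10 genes higher and 10 lower with the largest change in both lines, up to 4 members of each list and up to 5 genes per direction that differ between the lines. The text gives a part of them, and 1 gene is not reported here. Alternatives fixed before the data were examined were other pseudocounts, filters, a rescaling by median ratios, other symbols, thresholds and limma settings. Alternatives added after seeing the data were each column as its own library and the first column of each line only. A fit on the columns had been planned as the main test only for columns that map to separate samples, which these do not. Coordinates come from GENCODE M21, on the build the authors used. Repeats, chromatin data and the overexpression samples were not analysed here.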

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

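The genes here had changes over 2-fold in opposite directions in KD4 and KD9, and the difference was not tested, since each line is 1 sample. Mmp3, a matrix protease, differed by -5.17 on the log2 scale (KD4 minus KD9), with log2 fold changes of -3.78 in KD4 and 1.39 in KD9. The extracellular matrix genes Lum and Dcn differed by -5.01 and -4.04, and both are on the fibroblast list, whose median was -1.85 in KD4 and -0.19 in KD9. Medag differed by -3.66, and Gm20488, which overlaps it on the annotation, by -3.78. Among genes with a mean TPM of at least 5, Mir7045 was the single gene of the opposite sense, with a difference of 2.59. Its value over 2-fold in KD4 rests on 1 column, since its TPM was 6.19 in the control and 20.7 and 6.03 in the columns of KD4. Over all tested genes, 40 were lower in KD4 and higher in KD9, and 13 the reverse.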

How the results depend on the processing

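The counts of genes over 2-fold depended on the settings. In the order higher and lower in KD4, in KD9 and in both lines, they were 1034, 1896, 839, 1087, 493 and 638 as reported, 549, 1206, 419, 528, 182 and 321 with a pseudocount of 1, 760, 1522, 590, 739, 325 and 455 with 0.5, 2641, 3646, 2601, 2469, 1123 and 1619 with no filter on low values, 292, 731, 181, 229, 95 and 138 at a mean TPM of at least 5, and 446, 1284, 428, 572, 194 and 381 without Riken, Gm-number or pseudogene-like symbols. For the single lines they were 2198, 3591, 1773 and 2319 over 1.5-fold and 451, 1001, 420 and 482 over 3-fold. Without one of the lines, the genes counted in both lines ranged from 839 to 1034 higher and from 1087 to 1896 lower, which follows from asking for 1 line only. In limma no gene passed in either direction under any alternative fixed before the data were examined. With each mapped column as its own library, chosen after seeing the data, 781 genes were higher and 1384 lower. If the columns of a line are separate cultures, as the paper's legends describe them, this fit compares these lines with this control. If they are not, it counts 1 labelled sample as 2. In either case, variation between knockdown lines and between control cultures does not enter its error term. Leaving out a line in limma leaves no residual degrees of freedom and was not run, and each list median belongs to 1 line and does not change when the other is left out. The medians of the lists in KD4 and KD9 moved with the pseudocount: with 1 and then 0.5 they were -1.07 and -0.87, then -1.55 and -1.20 for the Usp17l family; -1.41 and -1.19, then -1.98 and -1.55 for the Zscan4 family; -1.31 and -1.05, then -1.58 and -1.44 for the 2C genes of Fig. 1H; -1.15 and -0.94, then -1.58 and -1.27 for those of Fig. 2A; -1.02 and -0.68, then -1.37 and -0.87 for other 2C genes. With no filter they were -1.90 and -1.56 for the Usp17l family and -1.80 and -1.12 for Fig. 2A. At a mean TPM of at least 5, which removes the Zscan4 and Usp17l families, they were -2.85 and -1.37 for Fig. 1H. Those values rest only on Prnp and Lrrc15 (mean TPM 101 and 28.9), both also expressed in fibroblasts. For Fig. 2A the medians at this filter, which also removes Tcstv3 and Gm8994, were -0.0086 and 0.16. For other 2C genes they were 0.89 and 0.27, a reversed direction, as were 0.088 and 0.031 without Riken, Gm-number or pseudogene-like symbols. Both settings remove Gm2022, Gm5662, Gm5039 and Gm4340 from the other 2C genes, so these medians describe only the genes that remain. The cause was not tested beyond the fewer genes that these settings keep. The depth is unknown, which limits all genes of low TPM. No paired analysis was possible because the columns cannot be mapped to separate samples.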

Differences from the paper's values

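The source data of Fig. 1H give log2 fold changes for 25 genes that the table also names. All 50 values, over both lines, have the same sign here without rescaling, and 16 differ by more than the spread between KD4 and KD9. This spread is the SD of 2 values and is near 0 for some genes, with 0.0053 for Klf2, 0.0070 for Tbx3 and 0.0276 for Pramef25, so small differences count for these. Nanog was at 0.60 in KD9 (the paper's value is 0.68). Klf2 was at 0.19 in KD4 (the paper's value is 0.26) and at 0.19 in KD9 (the paper's value is 0.34). Tbx3 was at 0.85 in KD4 (the paper's value is 0.82) and at 0.86 in KD9 (the paper's value is 0.91). Tfcp2l1 was at 0.89 in KD9 (the paper's value is 0.96). Zscan4c was at -2.18 in KD4 (the paper's value is -2.52). Zscan4f was at -2.21 in KD4 (the paper's value is -3.19) and at -2.35 in KD9 (the paper's value is -2.20). Usp17la was at -1.80 in KD4 (the paper's value is -2.08). Usp17lc was at -1.90 in KD4 (the paper's value is -2.51) and at -1.70 in KD9 (the paper's value is -2.03). Pramef25 was at -2.61 in KD4 (the paper's value is -2.47) and at -2.65 in KD9 (the paper's value is -2.44). Tcstv1 was at -1.26 in KD4 (the paper's value is -2.31) and at -0.89 in KD9 (the paper's value is -1.73). Tcstv1 is listed at 0 in both columns of KD4 and at a TPM of 0.139 in the control, so its values here are set by the pseudocount, with -0.19 in KD4 and -0.15 in KD9 at a pseudocount of 1. Among the alternatives fixed before the data were examined, rescaling by median ratios brings Tbx3 in KD4, Tbx3 in KD9 and Tfcp2l1 in KD9 within the spread of the rescaled values. Pseudocounts of 1 and 0.5 bring none. For Tbx3 the rescaled spread is wider, at 0.0487 against 0.0070, and its KD4 value moves from 0.8500 to 0.8523, no closer to the paper's 0.8226. The same rescaling makes 2 other values differ. Pou5f1 in KD9 turns sign to 0.04 (the paper's value is -0.08), and Usp17la in KD9 is at -1.51 (the paper's value is -1.71). With pseudocounts of 1 and 0.5, 18 and 16 further values differ. The values here use 1 control sample. The table names no row Dux, so the paper's values for Dux are not set beside those of Duxf3. Terc, which the paper states to be unaffected, had log2 fold changes of 1.39 in KD4 and -0.16 in KD9 and did not pass limma. Its TPM was 0.922 in the control and 0.948 and 4.19 in the columns of KD4, so the KD4 value rests on 1 column, and the other, close to the control, goes with the paper's statement. How well Terc was measured in mRNA purified with poly-T beads is unknown. For Klf2, which the paper names among the upregulated genes, limma gave a log2 fold change of 0.19 (standard error 0.24, adjusted p = 0.9996), and no gene the paper names passed limma over all genes. With each mapped column as its own library, an alternative chosen after seeing the data, limma calls 10 of the 21 tested genes of Fig. 1H, with Nanog, Tbx3, Dppa3, Esrrb, Tfcp2l1 and Zfp42 higher and Zscan4a, Zscan4d, Prnp and Lrrc15 lower, and leaves out the other genes of that figure. When adjusted over the list alone, limma also calls 9 genes of the Fig. 1H list of 2C genes and all 6 of the Zscan4 family. Zscan4a to Zscan4d and Zscan4f are on both lists, and Fig. 1H shows these samples, so these calls are not independent evidence.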

Other observations

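Beyond the genes the paper names, most markers of primitive endoderm had lower values in both lines. Of 16 measured genes of this list, 7 were more than 2-fold lower in both lines and none higher, with medians of -1.56 in KD4 and -1.16 in KD9, and the highest value in KD9 was 0.45. No gene of the primitive endoderm, primed or imprinted lists passed limma, over all genes or adjusted over the list alone (lowest adjusted p 0.067, 0.067 and 0.132). Cubn, an endocytic receptor of the visceral endoderm, had log2 fold changes of -2.35 and -3.78, and the transcription factor Sox7 had -1.62 and -1.85. Among 16 genes of the primed state, 5 were more than 2-fold lower in both lines, with medians of -0.48 and -0.87, including Pou3f1 (-1.65 and -1.69) and Sox3 (-1.54 and -2.25), while Otx2 was at 2.74 and 0.86. At a mean TPM of at least 5 the median of the primed genes in KD9 was -0.32. Stra8, a gene of meiotic entry, had -3.03 and -2.45 and was the single gene of the germline list to pass limma when adjusted over the list alone (adjusted p = 0.028), and it did not pass over all genes, while the median of the 20 germline genes was 0.08 and -0.11. Cdkn1c (-1.33 and -1.57) and Dlk1 (-2.91 and -1.50) were among the 4 of 25 imprinted genes more than 2-fold lower in both lines, a list with medians of -0.48 and -0.39.

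The medians of the lists and limma were planned, while the tests of explanations in this part were chosen after the results were seen, except that of the interferon genes. The Zscan4 family and most 2C genes of Fig. 1H had lower values in both lines, while the other 2C lists held genes of both directions, and a candidate explanation is a lower share of feeder fibroblasts in the knockdown cultures, since these ESCs grow on feeders and 29 fibroblast genes had a median of -1.85 in KD4. In KD9, where the fibroblast median was -0.19 and the lowest fibroblast gene was at -0.89, the Zscan4 family median was -2.14. This argues against fewer feeders as its cause in KD9. In KD4 fibroblast genes went down to -4.14, so the same comparison does not decide. A lower feeder share lowers only genes that feeders express, and the paper describes Zscan4 as a marker of 2C-like cells. All 6 Zscan4 genes lay between -3.67 and -2.18 in KD4, within the range of the fibroblast genes there. These values argue against that cause in KD4 only as far as feeders lack Zscan4 transcripts. Expression of Zscan4 in feeders was not measured here. For Prnp, Tnfrsf19, Lrrc15, Plbd1, Thbs1 and Arg2, which fibroblasts express, the median was as low in 78.5% of random draws of fibroblast genes in KD4 and in 0.07% in KD9. These draws do not decide, since 4 of the 6 genes come from a figure that shows these samples. Their median of -0.75 in KD9 also lies above the lowest fibroblast gene. Lrrc15 (-2.02) and Plbd1 (-1.23) lay below that gene in KD9, while Prnp, Tnfrsf19 and Thbs1 did not. As a set, fewer feeders cannot be told apart from the knockdown in either line. Without these 6 genes, the medians in KD4 and KD9 were -2.61 and -2.08 for the 2C genes of Fig. 1H. They were -2.21 and -1.82 for those of Fig. 2A and -1.99 and -1.36 for other 2C genes. Whether the lone control culture differed from other control cultures cannot be told apart from the knockdown here, with 1 mapped control column, since the second control column of the table matches no labelled sample and was not used.

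Interferon response genes were low in KD4, with a median of -3.00 over 22 genes against -0.56 in KD9. Rsad2 and Ifit1 had -4.05 and -3.55 in KD4, and -1.40 and -0.78 in KD9. The pattern is not confined to KD4, since in KD9 17 of the 22 genes were below 0 and 5 above. Fewer feeder fibroblasts in the KD4 culture may account for the low values in KD4. The columns of each line were compared, but in KD4 they differed by 0.016 in the fibroblast median and by 0.045 in the interferon median, too little to decide, so it cannot be told apart from a change in the cells themselves.

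The 9 primitive endoderm genes taken not to be expressed in fibroblasts, which was not measured here, had a median of -1.62 in KD4 and -1.87 in KD9. In KD9 0% of draws of fibroblast genes were as low. No draw could be, since the lowest fibroblast gene there was at -0.89, so the draws add nothing to that value. That the median lies below this gene argues against fewer feeder fibroblasts as the cause in KD9. In KD4, where their median lies above that of the fibroblast genes, the draws do not decide. A lower share of cells that do not express these genes would not lower them. Their median of -1.62 thus argues against that cause in KD4 too, as far as feeders lack these transcripts. That the lone control culture differed from other control cultures stays open for the same reason, with 1 mapped control column.

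Of the lists not described above, medians in KD4 and KD9 were 0.09 and 0.08 for trophectoderm, -0.26 and 0.43 for mesendoderm, -0.48 and -0.28 for neuroectoderm, -0.88 and 0.20 for Hox genes, 0.18 and 0.01 for Polycomb genes, -0.01 and -0.15 for H2A deubiquitinases, 0.18 and -0.15 for H3K9 regulators, 0.22 and -0.14 for regulators of 2C genes, -0.19 and 0.18 for p53 targets, -0.12 and -0.07 for housekeeping genes, 0.18 and 0.28 for mitochondrial genes, -1.09 and -0.70 for replication histones and -0.07 and -0.44 for Y-linked genes and Xist. Some of these medians changed sign in KD9, to -0.44 with no filter and -0.04 with the first column of each line for mesendoderm, and to -0.34 at a mean TPM of at least 5, -0.03 with the first columns and -0.0078 with no filter for trophectoderm. At a mean TPM of at least 5 the replication histones were at -2.07 and -1.06. The Obox list had no gene above the filter. Among genes with a TPM of at least 5 in the higher of control and knockdown, the 10 with the largest log2 fold changes in both lines and the 10 with the lowest were mostly small RNAs and pseudogenes, such as Rps2-ps10 (-4.05 and -3.93) and Gm6397 (-5.09 and -4.94), which share sequence with other genes. Scarna9 and Mir7041 are listed at 0 in the control. How well mRNA purified with poly-T beads captured small RNAs and replication histones is unknown.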
